# Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights

**DOI:** 10.3389/fpls.2023.1240642

**Published:** 2023-11-14

**Authors:** Mathieu Fouché, Hélène Bonnet, Diane M. V. Bonnet, Bénédicte Wenden

**Keywords:** bud dormancy, callose, *Prunus avium* L., temperature, transcriptomics, transport capacity

## Abstract

**Introduction:**

To avoid the negative impacts of winter unfavorable conditions for plant development, temperate trees enter a rest period called dormancy. Winter dormancy is a complex process that involves multiple signaling pathways and previous studies have suggested that transport capacity between cells and between the buds and the twig may regulate the progression throughout dormancy stages. However, the dynamics and molecular actors involved in this regulation are still poorly described in fruit trees.

**Methods:**

Here, in order to validate the hypothesis that transport capacity regulates dormancy progression in fruit trees, we combined physiological, imaging and transcriptomic approaches to characterize molecular pathways and transport capacity during dormancy in sweet cherry (Prunus avium L.) flower buds.

**Results:**

Our results show that transport capacity is reduced during dormancy and could be regulated by environmental signals. Moreover, we demonstrate that dormancy release is not synchronized with the transport capacity resumption but occurs when the bud is capable of growth under the influence of warmer temperatures. We highlight key genes involved in transport capacity during dormancy.

**Discussion:**

Based on long-term observations conducted during six winter seasons, we propose hypotheses on the environmental and molecular regulation of transport capacity, in relation to dormancy and growth resumption in sweet cherry.

## Introduction

Temperate perennials plants have built strategies to avoid the negative impacts of winter unfavorable conditions for plant development. At the beginning of autumn, temperate trees enter a rest period called dormancy. This process is necessary to stop growth and protect organs until favorable conditions resume in the spring. In fruit trees, this wintering period is essential in the seasonal cycle to ensure an abundant and qualitative blooming leading to the reproductive success and in consequence fruit production (Coville, 1920; Couvillon and Erez, 1985). In the recent decades, due to climate change, mild temperatures during winter have been more frequent, with potential impacts on the progression of bud dormancy (Campoy et al., 2011; Atkinson et al., 2013; Legave et al., 2015; Maurya and Bhalerao, 2017). For instance, it has been observed that flowering dates have significantly advanced in the last decades for several European species, and consequently could increase the risk of damages by late spring frost (Jochner et al., 2016). This potential issue must be considered as a serious threat and it could have an economic consequence on the forest and fruit tree industries (Warmund et al., 2008; Jochner et al., 2016). In order to anticipate climate change effects on dormancy, improving the knowledge on physiological and molecular mechanisms that regulate dormancy progression is necessary to propose solutions for cultivars better adapted to climate change.

Winter dormancy is a complex process that involves multiple signaling pathways (Horvath, 2009; Beauvieux et al., 2018; Fadón et al., 2020; Yang, 2021), when trees go through successive dormancy stages from the end of summer to spring, characterized by the tree’s capacity to respond to cold and mild temperatures (Lang et al., 1987). Previous studies have suggested that pathways involved in transport capacity may regulate the progression throughout these dormancy stages (Rinne et al., 2011; Tylewicz et al., 2018; Tixier et al., 2019; Savage and Chuine, 2021). Four main transport pathways have been described as potentially involved in the connection between buds and the twig, as well as within the bud itself: two vascular (the phloem and xylem systems) and two nonvascular (the apoplostatic pathway, which is associated to cell wall interspace and is continuous between xylem and the cell wall space, and the symplasmic pathway which corresponds to cell-to-cell transport via plasmodesmata, and is continuous between the phloem and all plasmodesmata linked-cells). Functions for all these pathways were shown to decrease during dormancy onset and are very limited during endodormancy, a deep dormancy phase triggered by low temperatures, short photoperiod and endogenous inhibitors, when buds cannot grow until a certain amount of cold is accumulated, defined as chill requirements. After chill requirements are satisfied, buds enter the ecodormancy stage, followed by growth resumption under favourable conditions, which is associated with a reopening of some transport pathways (Savage and Chuine, 2021). In more details, xylem continuity between twig and buds during dormancy could indeed be disrupted in order to prevent ice formation as a protection against frost (Ashworth, 1984; Sperry, 1993; Ameglio et al., 2002), potentially due to the presence of immature xylem cells or modifications to cell walls or tannin like substance (Goodwin, 1967), as shown in grape (Signorelli et al., 2020) and in pine trees (Lapa et al., 2017). However, recent studies have suggested that the symplasmic pathway may have the primary role in the dynamics of transport capacity throughout dormancy in trees (Rinne et al., 2011; Tylewicz et al., 2018). Short days were shown to promote dormancy onset of vegetative buds in hybrid aspen (*Populus tremula* × *P. tremuloides*) through the action of phytohormones, abscisic acid (ABA) and gibberellins (GA), associated with the blockage of inter-cellular communication through plasmodesmata (Tylewicz et al., 2018; Veerabagu et al., 2023). In this context, plasmodesmata closure is essential to maintain dormancy during winter, by preventing the circulation and response to growth promoting signals (Rinne and Schoot, 2003). This regulatory mechanism is mediated by callose, a β-1,3 glucan polysaccharide, that accumulates in cell walls around the plasmodesmata and control their permeability (Wu et al., 2018). Consistently, studies showed that dormancy induction and maintenance were promoted by a complex regulatory network involving genes related to plasmodesmata closure such as *CALLOSE SYNTHASE 1* (*CALS1*) (Maurya et al., 2018; Tylewicz et al., 2018; Zhang et al., 2018a; Singh et al., 2019; Singh et al., 2021). Chilling accumulation then induces dormancy release, which coincides with the expression of GA-inducible β-1,3 glucanases (*GH17* genes) leading to callose degradation and allowing the restoration of cell-to-cell communication (Rinne et al., 2001; Rinne et al., 2011; Lloret et al., 2018). Unlike the symplasmic pathway, which actively regulates the cell-to-cell transport, the transcellular pathway involves a passive transport between cells. It relies especially on aquaporins, plasma membrane intrinsic proteins (PIP) and tonoplast intrinsic proteins (TIP) that allow the circulation of water flow content and solutes depending on membrane transporter proteins availability (Yooyongwech et al., 2008; Wang et al., 2020). Genes coding for these proteins are inhibited during endodormancy in rice and could reduce the water transport (Afzal et al., 2016). Moreover, the apoplastic pathway is also regulated by changes in the cell wall structure allowing a restricted conductance of large macromolecule such as sugars until the transition to bud burst (Maurel et al., 2004; Signorelli et al., 2020).

Previous studies have brought some insights on how transport capacity is involved in tree dormancy but the dynamics and molecular actors involved in its regulation are still missing in fruit trees, which differ from forest trees in the environmental and physiological regulation of dormancy. In addition, most studies are lacking long-term dynamics on transport capacity throughout dormancy progression, that would allow a robust quantification of the communication within the bud itself and between twig and buds. In order to validate the hypothesis that transport capacity regulates dormancy progression in fruit trees, we combined physiological, imaging and transcriptomic approaches to characterize transport capacity during dormancy in sweet cherry flower buds.

## Materials and methods

### Plant material

Experiments were conducted on the sweet cherry cultivar ‘Fertard’ grafted on Maxma Delbard 14 rootstock, which is characterized by a very late flowering and high chilling requirements. The twigs and buds were sampled on ten sweet cherry cultivar ‘Fertard’ trees grown in an orchard at the Fruit Experimental Unit of INRAE in Toulenne, near Bordeaux (48° 51’ 46’’ N, 2° 17’ 15’’ E) under commonly used agronomical practices.

### Bud dormancy monitoring

To characterize bud dormancy depth and stage, we carried out forcing experiments, as previously described (Vimont et al., 2019), during six winter seasons between 2016 and 2022. In brief, every two weeks, three branches carrying flower buds were randomly cut from the trees and transferred to water-filled pots under forcing conditions in a climate chamber (25°C, long days 16 hours light/8 hours dark). After ten days under forcing conditions, the total number of flower buds and the number of flower buds that reached BBCH stage 53 corresponding to bud burst stage defined by scales separated and light green bud sections visible (Fadón et al., 2015) were recorded. We estimated the dormancy release date when 50% of the flower buds had reached the stage BBCH 53.

### Chill portion calculation

Chill accumulation during the different winter seasons was characterized using chill portions (Fishman et al., 1987) calculated with the chillR package (Luedeling et al., 2013) on hourly temperatures recorded on-site from September 1^st^ to flowering date.

### Transport capacity evaluation by imaging

Transport capacity to the flower bud tissues was evaluated based on the movement of a water-soluble fluorescent dye, calcein (Sigma C0875-5G). Branches carrying flower buds were sampled every two weeks between September and April from 2017 to 2022. Each branch was then cut into internodes carrying short twigs characterized by a vegetative bud surrounded by two to eight flower buds. The cut top was wrapped in parafilm to prevent dehydration and the basis of the short twigs was immersed in 6 mL of a 0.1 M calcein solution (0.1g of calcein powder diluted into 100mL of distilled water) in the darkness for 24h at room temperature. After incubation, the flower buds were cut in a median section and observed under a macroscope (Axiozoom Zeiss V.16). Images were acquired under white light and epifluorescence (**Supplementary Figure 1**). Calcein fluorescence (excitation 460-488 nm and emission 500-548 nm) was captured using a green fluorescence filter (548 nm) during 28 seconds. We also captured chlorophyll autofluorescence, as a control for the total bud surface, using a red fluorescence filter (593 nm) for 170 seconds.

Pictures were analyzed with the Image FIJI software (Schindelin et al., 2012). Every picture was reframed to remove the junction point to the branch in order to measure only the fluorescence within the bud. First, the numbers of red fluorescent pixels in the autofluorescence image were counted to measure the total bud area. Then the numbers of green fluorescent pixels in the calcein image were counted to measure the bud area irrigated by calcein tracer. (**Supplementary Figure 1**). A threshold of 40 was set for the intensity for all the pictures; this setting was the best compromise to cut off the background of low intensity pixels. The ratio between the green pixel numbers (i.e. calcein tracer area), and the red pixel numbers (i.e. chlorophyll/total bud surface) was calculated to quantify the transport capacity to the bud tissues.

### Callose imaging in flower buds

Flower buds were sampled from ‘Fertard’ trees on March 1^st^ 2017 before dormancy release (endodormancy phase), and on March 29^th^ 2017, after dormancy release (ecodormancy phase). 50 µm longitudinal sections of the buds were realized using a vibratome (Microm 650V, Thermo Scientific Microm) and immediately transferred to a fixation solution (4% paraformaldehyde in a phosphate buffer 0.1M pH 7.2) for one hour at room temperature. To visualize callose, sections were washed and observed with 25 µL of 10/1000 diluted aniline blue fluorochrome (Biosupplies, cat. No. 100-1, Australia. Sections stained with aniline blue were observed using an epifluorescence microscope (Zeiss Axiophot; excitation 450-490 nm and emission >520 nm) and a confocal microscope Zeiss LSM 880.

### RNA extraction and library preparation

Flower buds were sampled from October 2017 to March 2018 at 6 dates: October 17^th^, December 8^th^, January 3^rd^, January 15^th^, February 12^th^ and March 12^th^, with three biological replicates, corresponding to independent buds from three different trees. Buds were flash frozen in liquid nitrogen and stored at − 80°C prior to performing RNA extraction.

Total RNA was extracted from 100 mg of frozen and grinded flower buds using RNeasy Plant Mini kit (Qiagen) with minor modification: 1.5% PVP-40 was added in the extraction buffer RLT. RNA quality was evaluated using Tapestation 4200 (Agilent Genomics). Library preparation was performed on 1 μg of high-quality RNA (RNA integrity number equivalent superior or equivalent to 8.5) using the TruSeq Stranded mRNA Library Prep Kit High Throughput (Illumina cat. no. RS-122-2103). DNA quality from libraries was evaluated using Tapestation 4200. The libraries were sequenced on a HiSeq3000 (Illumina), at the sequencing facility Get-Plage (Castanet-Tolosan, France). Detail information on sequencing and mapping results including total number of reads and mapped reads per sample were summarized in **Supplementary Table S1**.

### Mapping and differential expression analysis

The raw reads obtained from the sequencing were analyzed using several publicly available softwares and in-house scripts. The quality of the reads was assessed using FastQC and possible adaptor contaminations and low quality trailing sequences were removed using Trimmomatic 0.36 (Bolger et al., 2014) with following settings fa:2:10:5:1 LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36. Trimmed reads were mapped to the sweet cherry ‘Regina’ reference genome v.1 as previously described (Vimont et al., 2021) using STAR (Dobin et al., 2013).

The genome of the ‘Regina’ sweet cherry cultivar was assembled *de novo* resulting in a genome of 279 Mb (83% of estimated genome size) constituted of 92 scaffolds, with a high contiguity (Contig N50 = 1.23Mb, scaffold N50 = 5.96Mb) and a good completeness (95.9% BUSCO score for the genome sequence, scaffolds + unscaffolded contigs + haplotigs) (Le Dantec et al., 2019; Le Dantec et al., 2020).

Raw read count was performed using HTSeq count (Anders et al., 2015) and TPM (Transcripts Per Million) numbers were calculated and normalized with an in-house R script (**Datasheet 1**).

We performed a differential expression analysis on raw read counts to identify expression patterns that changed during dormancy. First, data were filtered by removing lowly expressed genes (average read count< 3) and genes not expressed in most samples (read counts = 0 in more than 75% of the samples). Then, differentially expressed genes (DEGs) between each time point (**Datasheet 2**) were assessed using DEseq2 R Bioconductor package (Love et al., 2014), in the statistical software R (R Core Team 2022). Genes with an adjusted p-value (padj, calculated using the Benjamini-Hochberg multiple testing correction method)< 0.05 and a log fold change > 1 between at least two dates were assigned as DEGs. In addition, we performed qRT-PCR on 7 marker genes to validate gene expression profiles obtained by RNA-seq for an independent study (**Supplementary Figure 2**).

### Principal component analysis and hierarchical clustering

Distances between the DEGs expression patterns over the time course were calculated based on Pearson’s correlation on TPM values. We applied a hierarchical clustering analysis on the distance matrix to define five clusters (**Supplementary Table S2**). For expression patterns representation, we normalized the data using z-score for each gene:

$$z\;score=\frac{\left(TPM_{ij}-mean_{i}\right)}{Standard\;Deviation}$$

where TPM_ij_ is the TPM value of the gene *i* in the sample *j*, mean_i_ and standard deviation_i_ are the mean and standard deviation of the TPM values for the gene *i* over all samples.

Principal component analyses (PCA) were performed on TPM values from different datasets using the *prcomp* function from R.

### Gene ontology enrichment analysis

The sweet cherry ‘Regina’ reference genome was annotated using Blast2GO (Gotz et al., 2008) for gene ontology (GO) terms (**Supplementary Table S3**). Using the topGO package for R (Alexa and Rahnenfuhrer, 2023), we performed an enrichment analysis on GO terms for biological processes in the DEGs compared to the whole set of annotated genes, based on a classic Fisher algorithm. Enriched GO terms were filtered with a p-value< 0.005 and the twenty GO terms with the lowest p-value were selected for representation.

### Selection of the candidate genes involved in transport capacity

In order to study the molecular actors potentially implicated in transport capacity, a list of candidate genes was built taking into consideration the full annotation of the sweet cherry ‘Regina’ genome and the corresponding descriptions found with TAIR, Mercator and Eggnog databases (Lohse et al., 2014; Huerta-Cepas et al., 2019). Among the 48, 133 genes from the sweet cherry ‘Regina’ genome, we selected 588 genes from literature (Robert and Friml, 2009; Rinne et al., 2011; Růžička et al., 2015; Afzal et al., 2016; Savage and Chuine, 2021) or by searching keywords associated with 1) symplasmic or transcellular pathway (glucan hydrolase, endoglucanase, beta glucosidase, plasmodesmata, callose synthase, plasma membrane intrinsic, tonoplastic intrinsic), 2) apoplastic pathway (cellulose synthase, pectinesterase, cell wall invertase) and 3) vascular pathway (xylem and phloem development).

## Results

### Transport capacity is reduced during dormancy

To better characterize the dynamics of bud dormancy and transport capacity, we compared dormancy status and transport capacity in sweet cherry buds throughout dormancy stages from the end of summer to budbreak in the spring between 2017 and 2022 in the sweet cherry cultivar ‘Fertard’, characterized by high chilling requirements and late flowering. For dormancy status, we monitored the buds’ capacity to respond to forcing conditions (**Figure 1A**). Results showed a wide range of dormancy release dates over the five years, the earliest being February 12^th^ in 2020 and the latest being March 28^th^ in 2018 indicating that dormancy progression displays different dynamics between years. These dates were also much contrasted when calculated with chill accumulation (**Supplementary Figure 3A**), thus suggesting that the wide range of response was not solely due to differences in winter cold temperatures between years.

**Figure 1:**
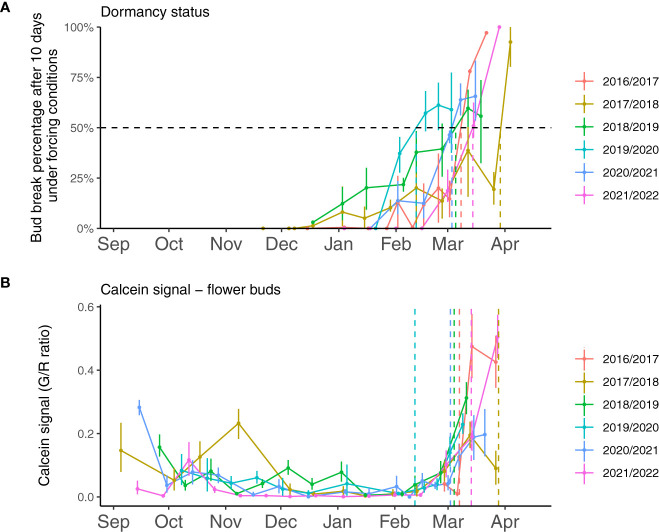
Experimental evaluation of sweet cherry flower bud dormancy status and transport capacity from 2017 to 2022. **(A)** Dormancy stage is monitored based on the budbreak percentage after ten days under forcing conditions (25°C, 16h light, and 8h dark). The dormancy release date (dotted lines) is estimated when 50% of the buds break after ten days in forcing conditions. Dormancy release dates were March 7^th^ 2017, March 29^th^ 2018, March 5^th^ 2019, February 11^th^ 2020, March 3^rd^ 2021 and March 14^th^ 2022. **(B)** The calcein tracer recorded in 15 flower buds for each date, estimated as the ratio between green and red fluorescence, was used to evaluate transport capacity. Dotted lines represent the estimated resumption of transport capacity.

To investigate whether dormancy release was linked to transport capacity, we also followed the movement of the water-soluble fluorescent molecule calcein from the twig to the dormant buds which allowed visualizing and quantifying the connectivity between the twig and the bud (**Figure 2**). Observations showed that the calcein tracer reaching the bud tended to decrease between September and November, except in 2017-2018, in line with previous reports that transport capacity may be impaired at the beginning of dormancy (Tylewicz et al., 2018) so we defined this period as dormancy onset. The endodormancy phase from November to January/February was characterized by the absence of fluorescence in the bud suggesting that the flower bud was partially isolated from the twig. After endodormancy was released, around February, the fluorescence signal was visible in the bud and increased during ecodormancy, as the buds were visibly growing and the floral organs were developing (**Figure 2**). For further investigation, we developed a method to quantify the calcein movement to the bud, which allowed comparing transport capacity dynamics between the seasons (**Figure 1B**). Quantitative results confirmed that calcein movement to the bud decreased in September or beginning of October, potentially corresponding to dormancy onset (**Figure 1B**). Interestingly, in 2017, the calcein tracer first increased in October before decreasing in November. For all other observation seasons, the calcein movement to the buds was low from November to February, corresponding to the endodormancy phase (**Figure 1B**). Subsequently, a sharp increase in the calcein transport to the bud was observed in February that corresponded to the transition toward ecodormancy and then budbreak (**Figure 1B**). Dynamics for transport capacity resumption as measured by calcein movement to the bud were very similar for the five seasons. On the contrary, the decreasing fluorescence signal during dormancy onset varied depending on the year. Overall, comparison between forcing data (**Figure 1A**) and calcein movement monitoring (**Figure 1B**) showed that, except for 2019-2020, the dynamics for transport capacity and dormancy release were not synchronized.

**Figure 2:**
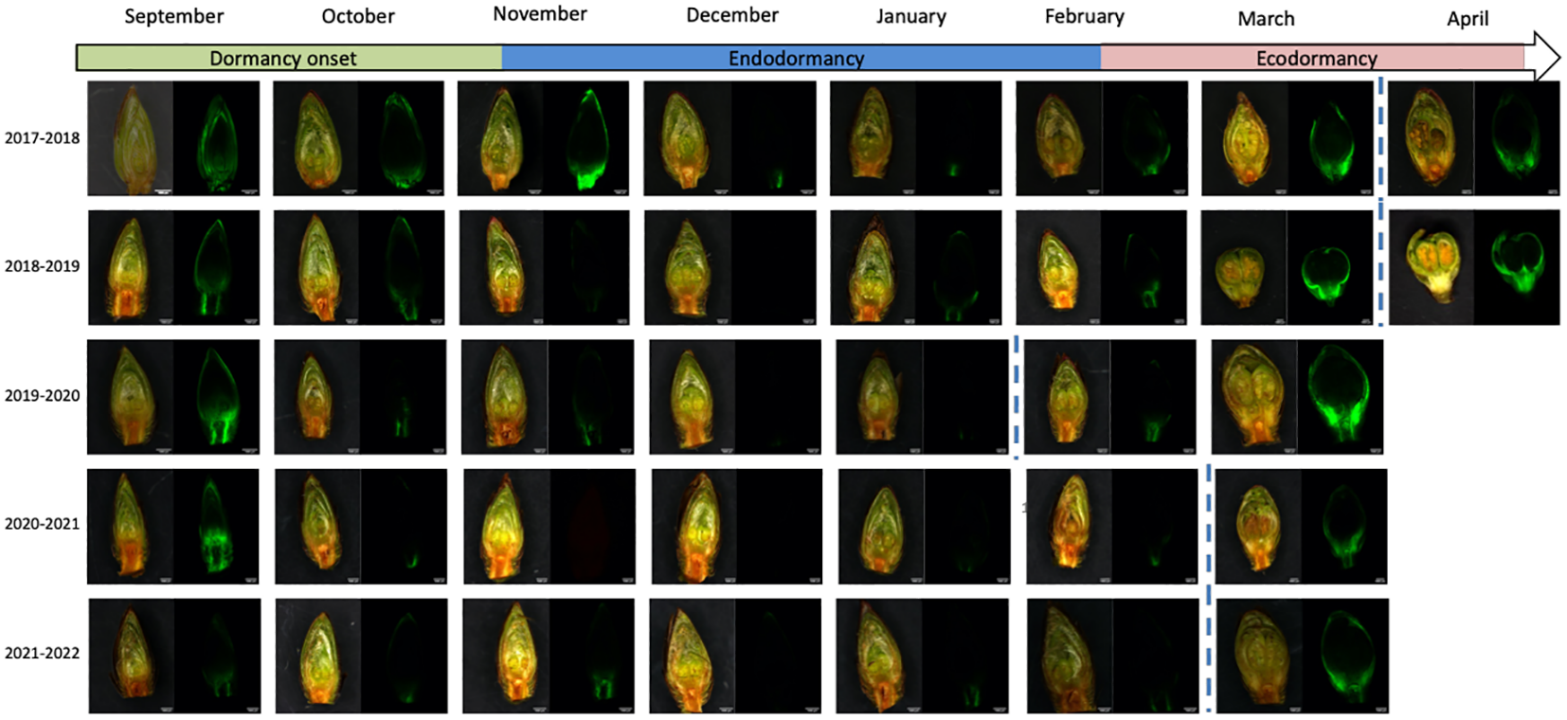
Calcein tracer visualization and flower bud development throughout dormancy for the sweet cherry ‘Fertard’ cultivar. The observations were done on longitudinal cross-sections of flower buds. For each date, buds were captured with the bright light channel (left picture) and the green channel (right) where calcein fluorescence can be visualized. Dormancy release date was determined by forcing experiments and is indicated by the dotted line.

### Calcein transport to the bud may be regulated by environmental signals

Following our observations that calcein movement to the bud was not fully associated with dormancy status (**Figure 1**), we investigated whether the resumption of calcein movement to the bud in February/March could rather be linked to changes in environmental conditions. Calcein tracer profiles over the years show a recurring pattern with a clear resumption occurring every season between and February 5^th^ and 24^th^. This regular timing between years regardless of the chill accumulation could suggest that photoperiod may trigger the resumption of calcein transport to the bud. Day length at these dates for the sampling site ranges from 10 to 11 hours. Nevertheless, a previous study (Heide, 2008) has shown that dormancy in *Prunus* in general and sweet cherry in particular was more driven by temperature than photoperiod. Therefore, we also investigated temperatures during that period. In particular, we considered the chill accumulation for the different seasons and we found that the calcein movement to the bud resumed within a range of 75 to 84 chill portions accumulated (**Supplementary Figure 3B**). This result suggested that a certain amount of chill accumulation may be necessary to reactivate calcein transport to the bud. Furthermore, we hypothesized that variations in the timing of transport capacity resumption between years may subsequently depend on when warmer temperatures occur, which are essential for cellular activity and flower bud growth resumption. Indeed, bud development seems to resume while the calcein tracer increases and leads to the formation of flower’s verticilles when temperatures are getting warmer and heat accumulation occurs (**Figures 2**, **3**). Hence, calcein tracer resumption seems to be regulated by a fine and complex balance between a threshold for cold accumulation (between 75 and 84 CP) and heat accumulation due to warmer temperatures.

**Figure 3:**
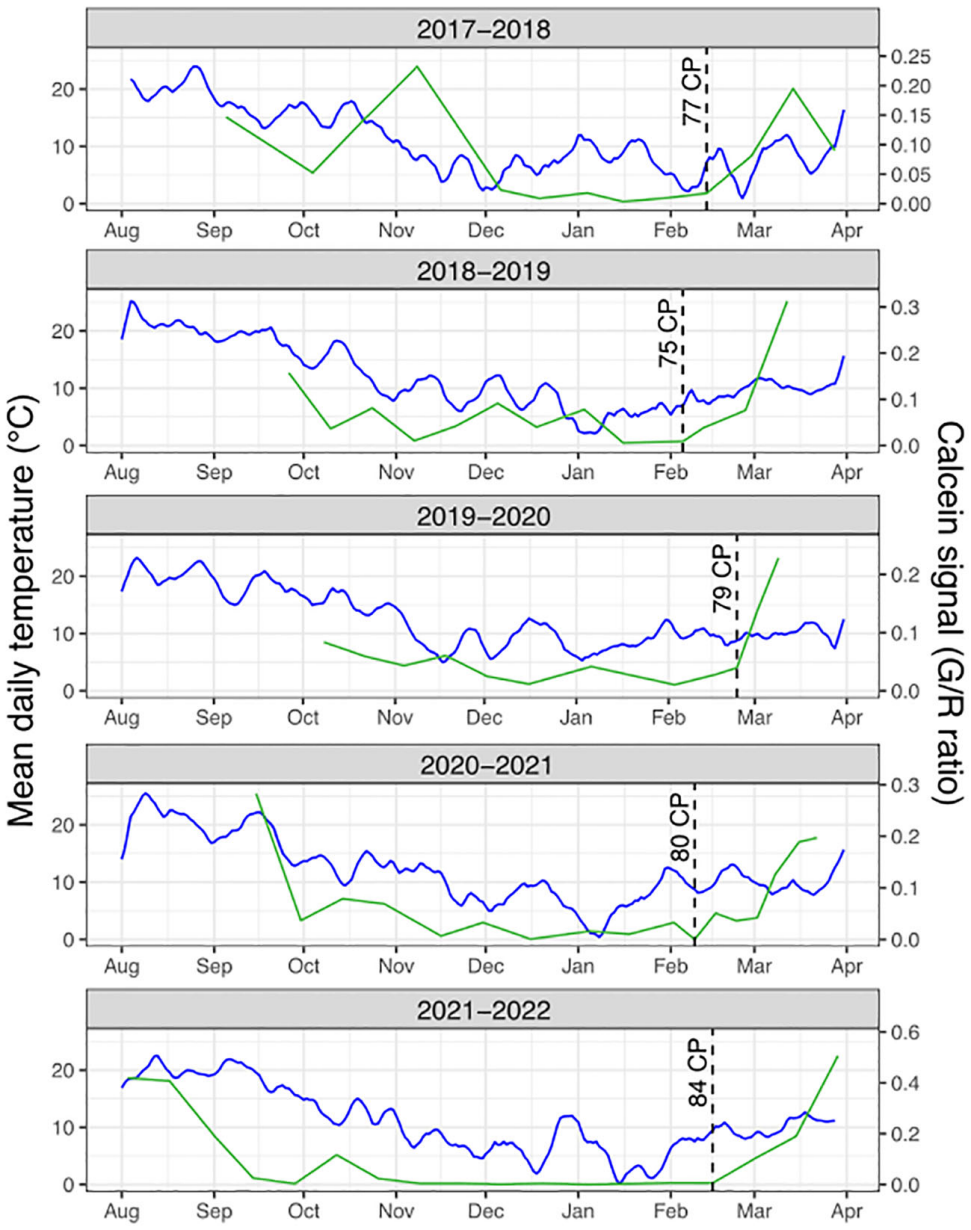
Calcein tracer dynamics and temperature conditions. For each sampling season, the average daily temperature (blue line) is represented along with the calcein tracer (Green to Red fluorescence ratio, green line). The cold accumulation in chill portions (CP) at the estimated resumption of transport capacity is represented by the dotted lines.

### Callose deposition in vascular tissues decreases after dormancy release

As transport capacity during bud dormancy was previously shown to be mostly regulated by the dynamic deposition and degradation of callose at the plasmodesmata (Aloni et al., 1991; Aloni et, 1997; Rinne et al., 2001; Rinne et al., 2011; Veerabagu et al., 2023) we investigated the presence of callose in flower buds of the ‘Fertard’ cultivar before and after dormancy release, also corresponding to low and high transport capacity as evaluated by the calcein tracer (**Figure 4B**). We observed high fluorescence in the vascular system of buds sampled on March 6^th^, when the calcein tracer in the bud and the budbreak percentage were low (**Figures 4A–C**; **Supplementary Figure 4**). In particular, the callose was present at a higher level in both sieve plates pores that connect phloem sieve elements end-to-end and pore-plasmodesmata units (PPUs) between companion cells and sieve elements(**Figure 4D**). In contrast, fluorescence associated with callose was much reduced on the buds sampled on March 29^th^, corresponding to high budbreak percentage and calcein transport (**Figures 4B, E**; **Supplementary Figure 4**), with a few spots visible in vascular areas at the base of the flower primordium. Although callose was still observed around sieve plates, the fluorescence was very weak at the PPUs (**Figure 4F**; **Supplementary Figure 4**). These results seemed to confirm that callose degradation in the buds was correlated with dormancy release and transport capacity resumption.

**Figure 4:**
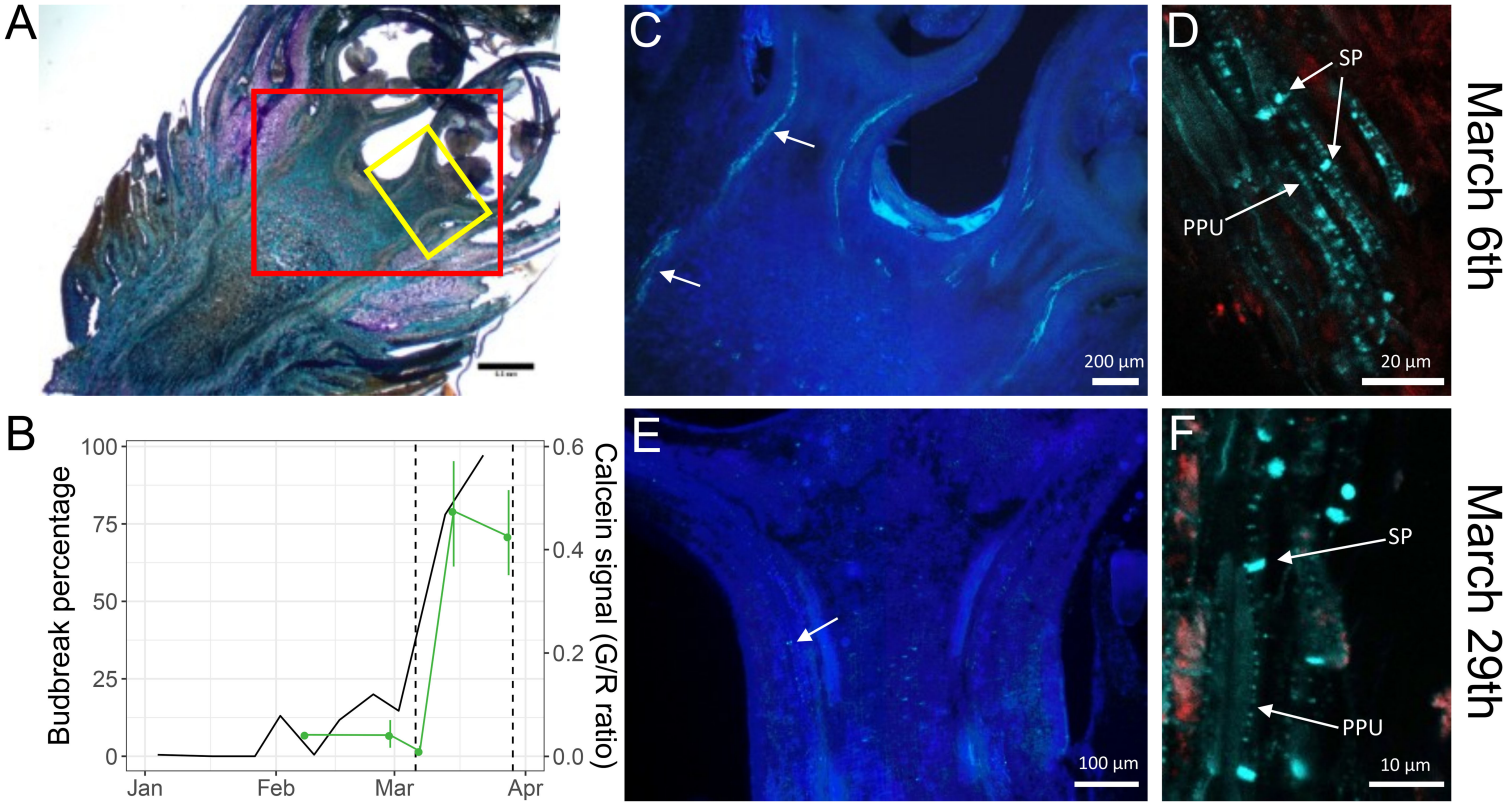
Observations of callose accumulation in sweet cherry flower buds. **(A)** 50 µm section of a flower bud from the late flowering cultivar ‘Fertard’, stained using toluidine blue, with two squares representing the approximate areas corresponding to the March 6^th^ imaging (red square) and March 29^th^ (yellow square). **(B)** bud break percentage after ten days under forcing conditions (black) and calcein tracer (green) during the 2016-2017 sampling campaign. The dash vertical lines represent the two sampling dates for imaging. Flower buds were cut into 50 µm sections and callose was observed with aniline blue fluorochrome on **(C)**, **(D)** March 6^th^ and **(E)**, **(F)** March 29^th^. Arrows show aniline blue fluorescence in the vascular systems. SP: sieve plate; PPU: Pore-plasmodesmata unit.

### Molecular characterization of bud dormancy suggest transport implication in dormancy progression

In order to identify molecular actors involved in dormancy progression, we realized a whole transcriptome RNA-seq analysis on flower buds from the sweet cherry cultivar ‘Fertard’ sampled at six dormancy dates during dormancy between October 2017 and March 2018 (**Supplementary Figure 5**). 

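Flower buds of 'Fertard', a late flowering sweet cherry (Prunus avium) cultivar, were collected at 6 dates with 3 biological replicates per date, each replicate being independent buds from another tree, which gives 18 RNA-seq libraries. In the terms of the paper, October 17 is dormancy onset, December 8, January 3, January 15 and February 12 are endodormancy dates, and March 12 is ecodormancy, although it dates dormancy release in that season after March 12. The labels of the December libraries give December 17, 2012, whereas the paper gives December 8, 2017 as its December date, and the date of the paper is used. The deposited values are raw read counts per gene for the 48,133 annotated genes of the 'Regina' genome. The authors prepared stranded mRNA libraries, trimmed the reads with Trimmomatic 0.36, aligned them with STAR and counted them per gene with HTSeq. The total count per library ranged from 10,701,003 to 15,673,333 (median 14,451,467) on October 17, from 10,899,526 to 15,727,904 (median 11,041,119) on December 8, from 11,687,065 to 16,245,476 (median 12,978,752) on January 3, from 11,444,844 to 21,023,379 (median 15,536,710) on January 15, from 10,340,452 to 16,221,912 (median 11,316,888) on February 12 and from 10,095,600 to 12,186,256 (median 11,098,820) on March 12. The share of uniquely mapped reads that the paper gives in Table S1 was 82.0% for replicate 2 of February 12, 86.1% for replicate 1 of December 8 and 87.7% for replicate 2 of January 3, and lay between 89.9% and 92.4% in the other libraries. Counts were normalized with the trimmed mean of M-values (TMM) and tested with edgeR's quasi-likelihood test in 1 model with a mean per date over all libraries (12 residual degrees of freedom). Genes entered the test with a mean count of at least 3 and counts of 0 in at most 75% of the libraries, the filter of the paper's Methods. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, and "higher" and "lower" refer to these calls. Expression levels are CPM, counts scaled to the TMM-normalized library size, given as mean ± SD of the 3 replicates of a date. The paper shows TPM, which also divides by gene length, so CPM values compare dates for 1 gene and not genes with each other. The comparison called endodormancy against October 17 and March 12 sets the mean of the 4 endodormancy dates against the mean of the dates before and after them. HTSeq in general leaves out reads that align to several places, so the counts of near-identical gene copies are uncertain.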

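Of 26,248 genes tested, 14,249 (54.3%) were differentially expressed between at least 2 of the 6 dates. At dormancy onset most changes were decreases, with 915 genes higher and 3057 lower on December 8 than on October 17. Within endodormancy the balance turned, with 3274 genes higher and 1384 lower on February 12 than on December 8. From February 12 to March 12, 3866 genes rose and 2536 fell. Among the 15 pairs of dates, the fewest calls separated January 3 from January 15 (765 genes higher and 390 lower at the later date) and the most separated January 3 from March 12 (4939 higher and 2990 lower on March 12). These calls combine an adjusted p under 0.05 with an absolute log2 fold change over 1, and with the adjusted p alone 24,409 genes were called, 4977 of them higher and 6330 lower on December 8 than on October 17, while 3110 were higher and 3564 lower on January 15 than on January 3, a balance opposite to that past the fold threshold.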

We performed a differential expression analysis between the sampling dates including all annotated genes (48,133) of the reference sweet cherry ‘Regina’ genome using DESeq2 with a threshold of 0.05 on the adjusted *p-value.* 10,250 differentially expressed genes were identified (**Supplementary Table S2**). When projected into a two-dimensional space (Principal Component Analysis, PCA), data for these DEGs showed that the transcript patterns of each sample clearly separated the dormancy stages (**Supplementary Figure 6A**) thus suggesting that specific genes and signaling pathways were activated throughout dormancy progression. 

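The libraries of March 12 stood far from all others on the first component of the differentially expressed genes, with a mean score of 145 ± 3.50 (SD, n = 3 libraries), followed by those of October 17 at 16.9 ± 3.90. The endodormancy dates had negative mean scores, from -7.84 ± 4.85 on February 12 to -74.3 ± 1.89 on January 3. On the second component the mean scores were -66.0 ± 0.312 on October 17, -33.0 ± 1.21 on December 8, -11.6 ± 12.3 on January 3, 12.3 ± 21.4 on January 15 and 97.1 ± 39.9 on February 12, and 1.24 ± 4.64 on March 12. The ranges of December 8 and January 15 overlapped on the first component (-41.8 to -27.9 and -48.9 to -35.9) and not on the second (-34.3 to -32.0 and -5.16 to 36.1). January 3 and January 15 overlapped on the second component and not on the first. The February 12 libraries had the largest spread, between 60.8 and 140 on the second component, with replicate 2 at the upper end. Genes were centred and scaled to unit variance before the components were computed.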

The first dimension of the analysis (PC1) explained 40% of the variance and clearly represents the different types of dormancy from ecodormancy to endodormancy, while the second dimension (PC2) explained 23.83% of the variance visibly associated with dormancy depth.

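The first component held 37.5% of the variance of the differentially expressed genes, the second 20.6% and the third 13.5%. The first component ordered the dates from January 3 through the other endodormancy dates and October 17 to March 12. The second component ordered the dates from October 17 to February 12 by calendar and placed March 12 near its middle. The third component set October 17 (-77.8 ± 4.12, SD, n = 3) and February 12 (-33.8 ± 19.2) against the remaining dates, which had mean scores between 18.0 and 35.4. On CPM values that were not scaled per gene, the first component held 74.0% of the variance, and the cause of this difference was not tested.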

We further investigated the genes specifically activated or inhibited during the phases of dormancy using a hierarchical clustering approach based on five clusters depending on the gene expression data (**Figure 5**; **Supplementary Table S2**). First, clusters 1 (1959 genes) and 5 (3428 genes) included genes that were down-regulated during endodormancy and were up-regulated during dormancy onset or activated during ecodormancy for clusters 1 and cluster 5, respectively. 

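The largest group of differentially expressed genes was highest on March 12 (4917 genes, 34.5%), and 2438 genes (17.1%) were highest on October 17. Hierarchical clustering of the date means (z-scores, 1 minus Pearson correlation, complete linkage, 5 clusters) gave 1 cluster of 1579 genes that peaked on October 17 with a mean z-score of 1.56 and lay between -0.534 and -0.179 at every later date. A cluster of 2946 genes was high on both October 17 (mean z-score 0.625) and March 12 (1.24) and below 0 at each endodormancy date, lowest on January 3 (-0.592). A further cluster of 4423 genes was lowest on December 8 (-0.638), was already above 0 on February 12 (0.332) and peaked on March 12 (1.31). Membership of a cluster carries no test, and the sizes changed with the linkage, the cluster that peaked first holding 28 genes with average linkage and 2774 with Ward linkage.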

The second group comprised clusters 2 (413 genes), 3 (1736 genes) and 4 (2714 genes) where genes were specifically expressed during early, mid and late endodormancy respectively.

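Genes with their highest mean during endodormancy numbered 985 on December 8, 2189 on January 3, 1016 on January 15 and 2704 on February 12. A cluster of 2178 genes peaked on January 3 (mean z-score 1.14), with similar means on December 8 (0.210) and January 15 (0.224) and low values on February 12 (-0.661) and March 12 (-0.798). Another cluster of 3123 genes had mean z-scores of -0.520 on October 17, 0.813 on February 12 and -0.836 on March 12. With complete linkage no cluster had its mean peak on December 8. Between January 3 and January 15, 1155 genes passed the threshold.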

**Figure 5:**
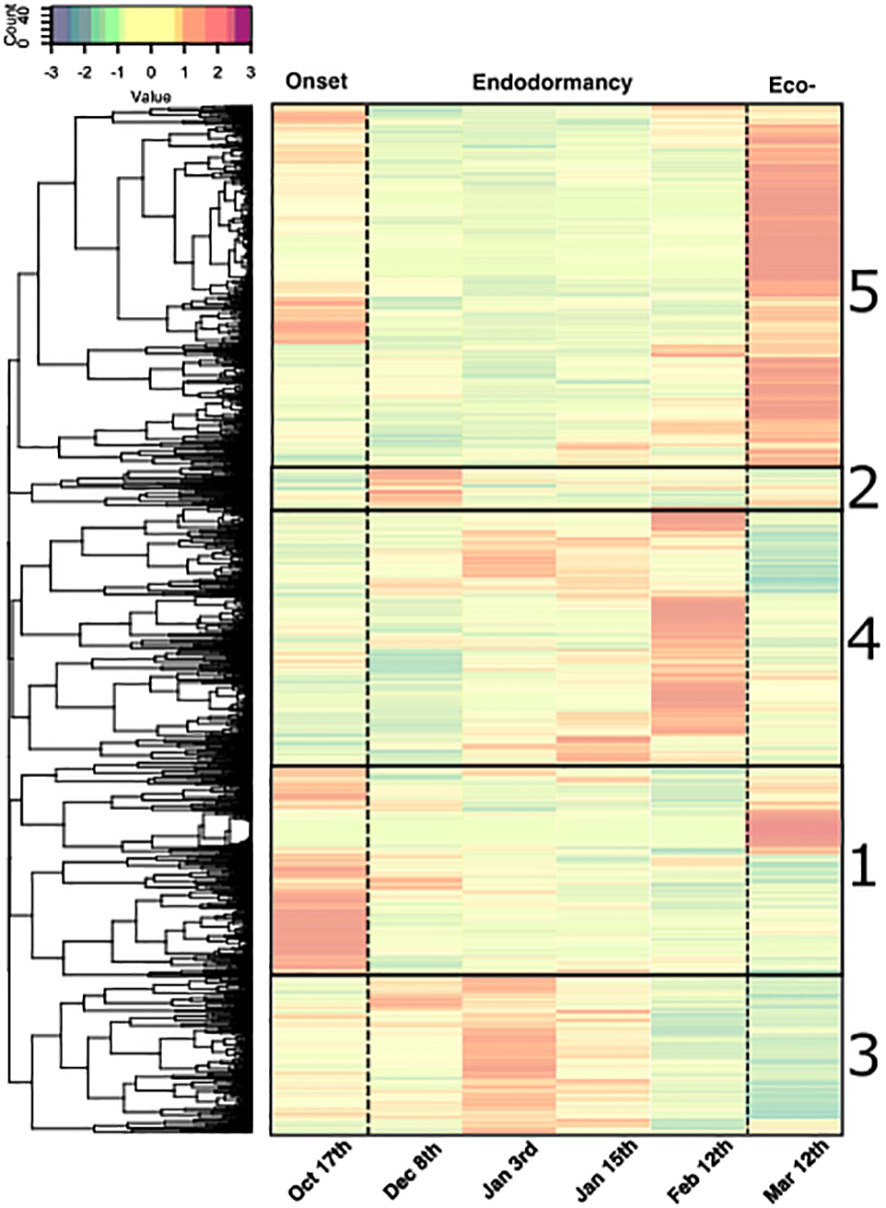
Clusters of expression patterns for differentially expressed genes during dormancy in flower buds of the sweet cherry cultivar ‘Fertard’. Heatmap representing the average z-score calculated for each gene from three trees at a given date. Each row corresponds to the expression pattern across samples for one gene. Upper panel represents the colors corresponding to the z-score values. Gene clusters are ordered based on the chronology of the expression peak (from earliest 1) dormancy onset, 2) early endodormancy, 3) mid endodormancy, 4) late endodormancy and 5) ecodormancy). Expression values were normalized and *z-scores* are represented here.

To go a step forward and explore the function of genes that were differentially expressed during dormancy, we performed a GO enrichment analysis to pinpoint molecular functions and biological processes over-represented in DEGs compared to the entire gene set of reference genome (**Supplementary Table S4**). Results showed that GO terms associated with oxidation-reduction processes, transcription factor activity, carbohydrate metabolic processes and response to abiotic stimulus were significantly enriched in the DEGs during bud dormancy (**Supplementary Table S4**). Interestingly, we also found that terms indirectly related to transport capacity were significantly highlighted, such as glucan endo-1, 3-beta-D-glucosidase activity for molecular function and transmembrane transportfor biological process (**Supplementary Table S4**).

### Identification of genes involved in transport capacity during dormancy

In accordance with calcein tracer profiles, callose deposition observations and GO enrichment results, we further investigated whether genes involved in the regulation of transport capacity showed particular expression patterns throughout dormancy progression. We focused on a list of 588 candidate genes potentially involved in the regulation transport, in a direct or indirect manner (**Supplementary Table S5**): i) genes associated with the symplasmic pathway related to the plasmodesmata structure and functioning, callose metabolism and a sub class in symplasmic pathway: the transcellular pathway related to aquaporins or channels involved in cell-to-cell transport by crossing both the apoplast and the symplast; ii) genes related to the apoplastic pathway, involved in cell wall formation and degradation which participate to the transport capacity in an indirect manner by regulating the interspace between cells; and iii) genes implicated in the vascular pathway, especially in xylem formation which participate to the transport capacity indirectly by regulating the proliferation of procambial and cambial cells to establish functional vascular system.

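All 585 different gene identifiers of Table S5 were found among the counted genes, 63 of them contig identifiers that Table S5 shortens and that were matched by their trailing number. Of these candidates, 316 passed the filter on counts and zeros, 135 had no count in any library, and 231 were differentially expressed between at least 2 dates. The rule on zeros alone left out 4 candidates read almost entirely on March 12, GH17_39, GH-like_25, homeobox-3 and PECTINESTERASE-like_36, named after their values were seen. Of the 231, 40 were highest on October 17, 86 at an endodormancy date and 105 on March 12. From October 17 to December 8, 16 candidates rose and 51 fell, with the same counts adjusted over the list alone. The beta glucosidase 36_18 (PAV07g0336551), of a family of glycoside hydrolases, was at 19.1 ± 1.78 CPM on October 17 and 1.01 ± 0.524 CPM on December 8 (edgeR's quasi-likelihood test, log2 fold change -4.30, standard error 0.56, adjusted p = 7.66e-06). From February 12 to March 12, 99 candidates rose (2 more adjusted over the list alone) and 27 fell. PECTINESTERASE-like_31 (PAV04g0219551), of a family that modifies cell wall pectin, went from 0.185 ± 0.0898 to 15.6 ± 3.38 CPM between these dates (edgeR, log2 fold change 6.32, standard error 0.46, adjusted p = 2.21e-09).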

We identified 152 differentially expressed genes (DEGs) between at least two dates. The three classes of the different transport pathways were represented among the DEGs (**Supplementary Table S6**). 

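Differential expression between at least 2 dates was found for 141 of the 198 symplasmic candidates tested, 78 of the 100 apoplastic candidates and 12 of the 18 vascular candidates. In endodormancy against October 17 and March 12, 60 symplasmic genes were lower and 7 were higher. Among the apoplastic genes 30 were lower (31 adjusted over the list alone) and 7 were higher, and the other counts did not change when adjusted over each list alone. The vascular genes that were lower in this comparison were a methyltransferase (PAV01g0001741), which had a mean of 26.6 ± 3.77 CPM on October 17, 14.4 ± 2.20 CPM on January 3 and 63.5 ± 4.86 CPM on March 12 (edgeR's quasi-likelihood test, log2 fold change -1.28, standard error 0.088, adjusted p = 5.96e-10), and NAC domain containing protein 83. Both were named after their values were seen.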

Very similarly to the previous PCA results on all DEGs, a projection of the expression data for transport candidate DEGs showed that the flower bud stages were well separated in the projection for the first two PCA dimensions (**Supplementary Figure 6B**), indicating that the genes involved in transport capacity displayed expression patterns specific to the different bud dormancy stages. 

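For the candidate genes called differentially expressed, the first component held 42.0% of the variance and the second 21.8%. March 12 had a mean score of 19.8 ± 0.222 (SD, n = 3 libraries) on the first component and October 17 one of 3.07 ± 0.658, while January 3 lay at the opposite end with -8.58 ± 0.264. December 8 (-3.89 ± 0.400) and February 12 (-3.96 ± 0.762) were not separated by the first component. They were separated by the second, at -5.19 ± 0.727 and 10.8 ± 4.34. With the genes of Table S6 alone the shares were 40.3% and 25.2%.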

Interestingly, genes involved in transport capacity were classed the five main clusters previously characterized (**Supplementary Table S6**): genes expressed during dormancy onset (clusters 1; 27 genes), genes specifically expressed during early, mid and late endodormancy (respectively clusters 2, 3 and 4; 58 genes) and genes highly expressed during ecodormancy (cluster 5; 67 genes).

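Of the 152 genes of Table S6, 151 passed the threshold in at least 1 pair of dates. By their highest mean, 24 of the 152 peaked on October 17, 69 at an endodormancy date and 59 on March 12. Of the 27 genes that Table S6 places in cluster 1, 16 peaked on October 17 and 8 on March 12, as in PDCB5B. Of the 67 genes of cluster 5, 50 peaked on March 12, 7 on October 17 and 6 on February 12. A list the study chose on these samples is not independent evidence of its direction.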

### Genes involved in transport capacity genes are mainly repressed during endodormancy

Among the 152 DEGs, 94 genes belonged to clusters 1 and 5, corresponding to genes highly expressed during dormancy onset, after dormancy release and during ecodormancy, and therefore fully repressed in December during endodormancy (**Figure 5**). In these clusters, genes involved in the symplasmic pathway are well represented including *GH17* or Glucan Hydrolase related genes that regulate callose degradation, and therefore could be involved in the reopening of the cell-to-cell connection through the plasmodesmata. For example, *GH17_5*, *GH17_25*, *GH17_28*, *GH17_30* displayed a typical expression profile of repressed genes that could explain the transport capacity reduction during endodormancy (**Figure 6**). 

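Among the 94 genes of clusters 1 and 5, 45 were lower in endodormancy against October 17 and March 12, and 92 had a log2 fold change below 0 in that comparison. On December 8, 24 of them were lower than on October 17, and on January 3 the number was 44. Their lowest mean fell on December 8 for 16 genes, on January 3 for 29, on January 15 for 13 and on February 12 for 30. The plasma membrane aquaporin PIP2F (PAV06g0276611) fell early, from 121 ± 3.04 CPM on October 17 to 32.1 ± 0.443 CPM on December 8 (edgeR's quasi-likelihood test, log2 fold change -1.92, standard error 0.11, adjusted p = 1.63e-10), and was at 21.8 ± 1.90 CPM on January 3. From February 12 to March 12, 50 of the 94 genes rose (51 adjusted over the list alone) and 1 fell. The other counts were the same adjusted over the list alone, and since the study picked these genes on the same libraries their direction is not independent evidence.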

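Of 33 GH17 genes tested, which encode β-1,3-glucanases able to degrade callose, 28 were differentially expressed, and 20 of these were highest on March 12, 6 at an endodormancy date and 2 on October 17. In endodormancy against October 17 and March 12, 15 GH17 genes were lower and GH17_22 was higher. From October 17 to December 8, GH17_4, GH17_5, GH17_9, GH17_21 and GH17_25 fell, and GH17_22 and GH-17-like_2 rose, of which GH17_4, GH17_21 and GH-17-like_2 were named after their values were seen. GH17_21 (PAV05g0233511) went from 17.4 ± 0.770 to 7.30 ± 1.38 CPM (edgeR's quasi-likelihood test, log2 fold change -1.27, standard error 0.14, adjusted p = 1.06e-06). Counts adjusted over the list alone were the same, and the GH17_5 call was lost without replicate 1 (log2 fold change -0.96) or 3 (-0.94) of December 8, 3 of February 12 (-0.98), 1 of March 12 (-0.98) or 2 of October 17 (-0.999) and with filterByExpr (-0.98), no filter (-0.98), a mean count of at least 10 (-0.996) or fits on the compared dates alone (-0.97), that of GH17_9 without replicate 1 (-1.86) or 2 (-1.66) of December 8, both without the 3 libraries with the lowest mapping shares, and the GH17_22 call without replicate 1 (log2 fold change 1.08) or 2 (0.87) of December 8 and without replicate 1 or 2 (0.77) of October 17. As a family, GH17 genes were shifted downward in endodormancy relative to all other genes (limma camera with a preset inter-gene correlation, Benjamini-Hochberg adjusted p = 6.77e-04, and adjusted p = 0.0510 with an estimated correlation), and chance cannot be excluded for the number of families past the threshold in this comparison (5 of 100 splits of the libraries gave as many).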

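GH17_5 (PAV08g0377661) went from 81.7 ± 2.84 CPM on October 17 to 40.3 ± 7.07 CPM on December 8 and reached 176 ± 7.56 CPM on March 12 (edgeR's quasi-likelihood test, endodormancy against October 17 and March 12, log2 fold change -1.50, standard error 0.089, adjusted p = 8.09e-11). GH17_25 (PAV04g0216711) had its lowest level on January 3, at 2.74 ± 0.616 CPM against 20.9 ± 3.92 CPM on October 17, and was back at 29.2 ± 5.86 CPM on February 12 and 52.8 ± 2.80 CPM on March 12 (edgeR, log2 fold change -2.01, standard error 0.12, adjusted p = 1.09e-10). GH17_28 (PAV04g0186481) and GH17_30 (PAV03g0169861) kept low levels until February 12, at 28.8 ± 2.54 and 30.4 ± 7.24 CPM, against 74.7 ± 1.73 and 73.6 ± 6.17 CPM on October 17 and 83.1 ± 5.26 and 100.8 ± 4.381 CPM on March 12. Their changes in endodormancy were -1.17 (standard error 0.046, adjusted p = 3.29e-13) and -1.48 (standard error 0.083, adjusted p = 3.60e-11) on the log2 scale with edgeR. GH17_5 and GH17_25 were higher on February 12 than on January 15 (log2 fold changes 1.16 and 2.29, standard errors 0.15 and 0.21), whereas GH17_28 and GH17_30 were not (log2 fold changes -0.40 and -0.11, standard errors 0.08 and 0.14). From this profile of repressed genes, the paper proposes that they could account for the reduced transport capacity during endodormancy.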

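PDCB5A (PAV03g0156831) had a mean of 14.2 ± 1.45 CPM on October 17, between 6.83 and 11.8 CPM at the endodormancy dates with the lowest mean on February 12, and 28.8 ± 6.10 CPM on March 12. Its log2 fold change in endodormancy was -1.06 (standard error 0.13, edgeR adjusted p = 1.23e-06). PDLP8 (PAV02g0111681), a receptor-like protein of the plasmodesmata, was at 5.38 ± 0.919 CPM on October 17, 2.01 ± 0.113 CPM on January 15 and 9.40 ± 0.896 CPM on March 12 (edgeR's quasi-likelihood test, endodormancy against October 17 and March 12, log2 fold change -1.15, standard error 0.14, adjusted p = 8.96e-07). For both genes the difference between December 8 and October 17 was within the replicate error, at -0.27 ± 0.22 and -0.21 ± 0.23 (log2 fold change ± standard error). The PDCB5A call in endodormancy is close to the fold threshold and was lost without replicate 1 of March 12 (log2 fold change -0.95) and without the 3 libraries with the lowest mapping shares (-0.97).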

*PlASMODESMATA CALLOSE BINDING 5A* (*PDCB5A*), a callose-binding gene, and *PLASMODESMATA LOCATED PROTEIN 8* (*PDLP8*), involved in plasmodesmata trafficking, also showed a similar expression pattern thus suggesting a lower transport activity through plasmodesmata during endodormancy. 

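PDCB5B (PAV04g0184851) was barely read before March, with means between 1.13 and 1.86 CPM from October 17 to February 12, and reached 467 ± 71.9 CPM on March 12 (edgeR's quasi-likelihood test, March 12 against February 12, log2 fold change 7.92, standard error 0.18, adjusted p = 1.23e-15). Its level on October 17, 1.50 ± 0.171 CPM, was within error of that of December 8 (log2 fold change -0.28, standard error 0.31). PDCB5A rose over the same last interval by a log2 fold change of 2.06 (standard error 0.23, edgeR adjusted p = 5.22e-07). Of the 11 genes tested with a callose-binding X8 domain, PDCBs included, 7 were lower in endodormancy against October 17 and March 12, and 8 were higher on March 12 than on February 12, with the same counts adjusted over the list alone. The rise of this family on March 12 relative to other genes had an adjusted p of 0.00147 (limma camera, Benjamini-Hochberg) and an adjusted p = 0.0405 with an estimated correlation.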

In the same way, *PDCB5A* and *PDCB5B* that regulate cell-to-cell communication (Simpson et al., 2009) were characterized by a low expression during endodormancy and a higher expression at the ecodormancy stage (**Supplementary Figure 7**). 

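PIP3B (PAV08g0388041), a plasma membrane aquaporin, was at 299 ± 12.7 CPM on October 17, 129.8 ± 35.8 CPM on February 12 and 621 ± 31.2 CPM on March 12 (edgeR's quasi-likelihood test, endodormancy against October 17 and March 12, log2 fold change -1.36, standard error 0.085, adjusted p = 1.69e-10). GAMMA-TIP1 (PAV07g0339741), an aquaporin of the vacuolar membrane, was lowest on January 15 at 77.7 ± 17.3 CPM, against 309 ± 26.6 CPM on October 17 and 365 ± 107 CPM on March 12 (edgeR, log2 fold change -1.57, standard error 0.13, adjusted p = 7.82e-09). The January 3 level of GAMMA-TIP1 differed from that of October 17 by a log2 fold change of -1.80 (standard error 0.23), whereas PIP3B at -0.90 (standard error 0.15) did not pass the fold threshold at that date. The increase of PIP3B from February 12 to March 12 was 2.25 on the log2 scale (standard error 0.15, edgeR adjusted p = 8.45e-10).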

We found genes associated with water transport such as gene *PIP3B*, and *GAMMA-TIP1* that are downregulated during endodormancy (**Figure 6**). These genes are characterized as “water channels” and their gene expression profiles could reinforce the hypothesis that the water flow is hindered during endodormancy and resumed at the ecodormancy stage.

**Figure 6:**
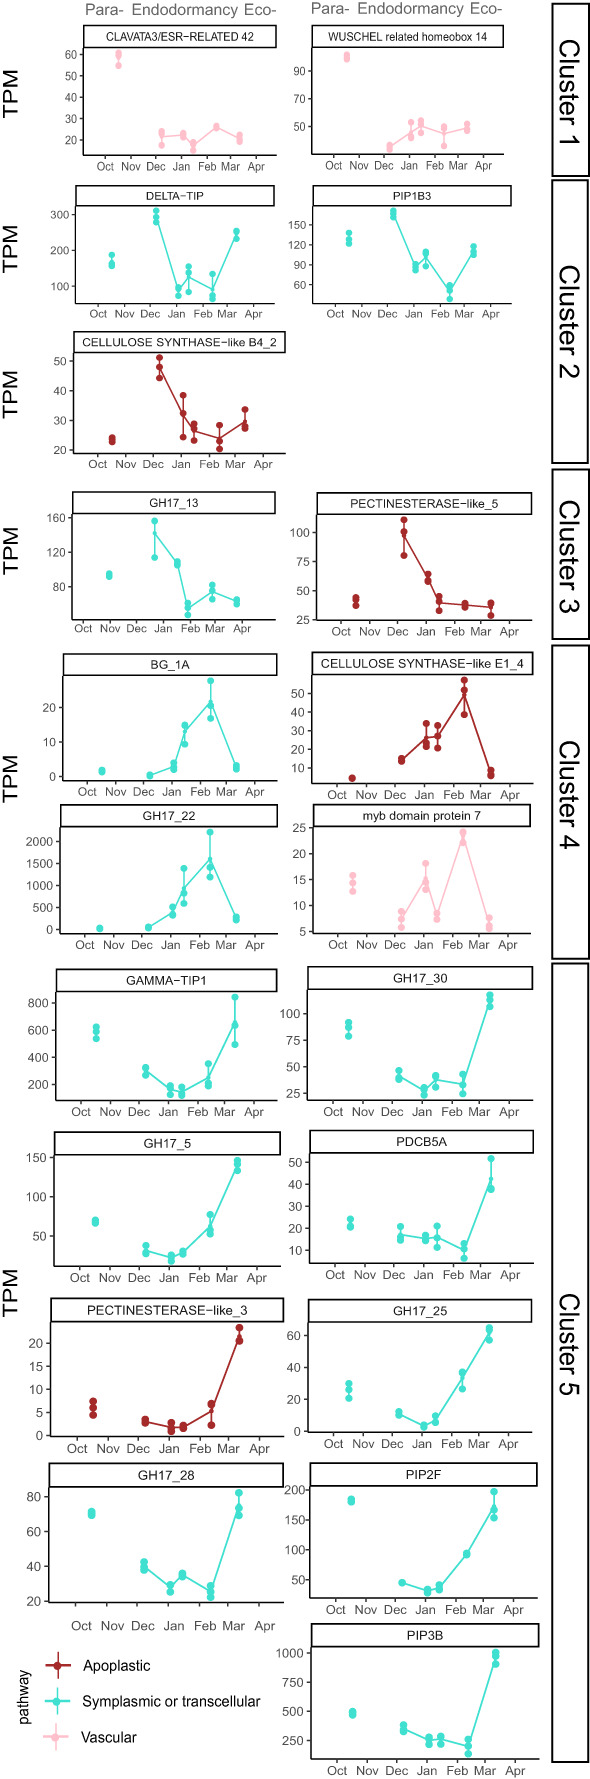
Expression profiles of key genes involved in transport capacity. Cluster 1 and 5 genes are down regulated during endodormancy, contrary to cluster 2, 3 and 4 which are upregulated. Genes have been chosen based on their expression profile and their functional annotation. Points represent the average TPM and error bars correspond to the data range (n=3 for each date).

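Among the 58 genes of clusters 2, 3 and 4 in Table S6, 12 were higher and 1 was lower in endodormancy against October 17 and March 12, and 48 had a log2 fold change above 0, with the same counts adjusted over the list alone. On February 12, 25 of them were higher than on October 17 and 2 were lower. GH17_13 (PAV07g0318011), drawn in Fig. 6, was highest on December 8 at 179.9 ± 31.6 CPM and at 110.3 ± 3.24 CPM on October 17 (edgeR's quasi-likelihood test, log2 fold change 0.71, standard error 0.10, adjusted p = 2.38e-05), which is below the fold threshold. MYB4 (PAV03g0162121), a transcription factor in cluster 1, fell from 67.8 ± 4.39 CPM on October 17 to 31.6 ± 3.91 CPM on December 8 (edgeR, log2 fold change -1.10, standard error 0.10, adjusted p = 1.07e-07), with a log2 fold change of -0.67 (standard error 0.06) over the endodormancy dates together. The study sorted these genes into clusters on the same libraries, so the counts are no independent evidence of direction.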

In addition to a majority of genes belonging to symplasmic or transcellular pathway that were down-regulated during endodormancy, we also identified *WUSCHEL 14, CLAVATA3/ESR-RELATED 42* genes classed in cluster 1. These genes may be involved in the proliferation of procambial and cambial cells and could control xylem formation, and therefore participating in regulating the vascular transport between the twig and the flower bud during dormancy onset (Růžička et al., 2015). Moreover, a transcription factor MYB85 implicated in xylem maturation and regulating lignin biosynthesis could participate in the control of vascular transport as its expression is repressed during endodormancy. 

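WUSCHEL related homeobox 14 (PAV05g0238571), a homeodomain transcription factor of the vascular cambium, was at 89.9 ± 2.03 CPM on October 17 and 33.4 ± 1.60 CPM on December 8 (edgeR's quasi-likelihood test, log2 fold change -1.43, standard error 0.10, adjusted p = 4.30e-09). CLAVATA3/ESR-RELATED 42 (PAV08g0393611), which encodes a signalling peptide of procambial cells, was at 24.2 ± 1.57 and 9.49 ± 1.47 CPM at these dates (edgeR, log2 fold change -1.34, standard error 0.13, adjusted p = 1.45e-07). Neither gene recovered by March 12, with 45.8 ± 1.30 and 8.95 ± 0.781 CPM, and their differences between March 12 and February 12 were 0.10 (standard error 0.10) and -0.37 (standard error 0.13) on the log2 scale. Table S5 describes PAV05g0238571 as WUSCHEL related homeobox 4 and PAV08g0393611 as CLAVATA3/ESR-RELATED 44, and the names of the paper are used.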

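MYB85 (PAV03g0140721) rose during endodormancy, from 1.37 ± 0.600 CPM on December 8 to 4.60 ± 1.19 CPM on January 3 and 28.9 ± 12.2 CPM on February 12 (edgeR's quasi-likelihood test, February 12 against December 8, log2 fold change 4.43, standard error 0.53, adjusted p = 3.10e-06). Its mean was 1.33 ± 0.471 CPM on October 17 and 52.3 ± 25.7 CPM on March 12. The endodormancy dates together were within error of October 17 and March 12 (log2 fold change -0.50, standard error 0.35, edgeR adjusted p = 0.216). The increase from February 12 to March 12, 0.86 (standard error 0.38), passed the threshold only without replicate 2 of February 12 (log2 fold change 1.24), without replicate 2 of March 12 (1.14) or without the 3 libraries with the lowest mapping shares (1.22).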

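PECTINESTERASE-like_3 (PAV07g0352151) was at 4.61 ± 1.21 CPM on October 17, 1.39 ± 0.742 CPM on January 3 and 17.4 ± 1.73 CPM on March 12 (edgeR's quasi-likelihood test, endodormancy against October 17 and March 12, log2 fold change -2.06, standard error 0.19, adjusted p = 3.42e-08). CELLULOSE SYNTHASE A4_2 (PAV08g0395601) and A4_3 (PAV08g0395591) dropped from 38.8 ± 5.53 and 45.1 ± 4.02 CPM on October 17 to 5.98 ± 2.07 and 8.98 ± 4.44 CPM on December 8, with log2 fold changes of -2.69 (standard error 0.23, edgeR adjusted p = 4.91e-08) and -2.32 (standard error 0.28, edgeR adjusted p = 3.16e-06). They were lowest on February 12, at 0.596 ± 0.256 and 0.543 ± 0.322 CPM, and reached 8.99 ± 0.572 and 8.97 ± 2.31 CPM on March 12, below their October level. Of the 12 cellulose synthase genes of clusters 1 and 5, 9 were lower in endodormancy and 7 peaked on October 17, and the study chose this list on these samples. The A4_2 and A4_3 identifiers are neighbours in the annotation and such copies may share reads, so their separate values are uncertain.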

Finally, genes involved in the cell wall formation are also represented with *PECTINESTERASE-like_3* gene and several *CELLULOSE SYNTHASE* genes which could reduce intercellular spaces and regulate apoplastic transport.

### Transport capacity genes activated during endodormancy

The genes expressed during endodormancy can be divided into 3 clusters corresponding to a peak of expression during early (cluster 2), mid (cluster 3) and late (cluster 4) endodormancy (**Figure 6**). 

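Of the 9 genes of cluster 2 in Table S6, 8 had their highest mean on December 8. Of the 19 genes of cluster 3, 11 were highest on January 3, 5 on December 8 and 2 on January 15. Of the 30 genes of cluster 4, 20 were highest on February 12 and 6 on January 15. Between December 8 and February 12, 19 genes of cluster 4 rose, whereas 6 of cluster 2 and 6 of cluster 3 fell, with the same counts adjusted over each list alone. On March 12, 17 of the cluster 4 genes were lower than on February 12. Because the study formed these clusters from the same libraries, their peak dates and directions are not independent evidence.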

In cluster 2, two aquaporins genes *DELTA-TIP* and *PIP1B3* are highly expressed during early endodormancy which contrasts with the down regulation of other aquaporins during endodormancy and could participate to the necessary balance of transcellular pathway capacity. In addition, genes involved in cell wall formation and development such as *PECTINESTERASE-like_5* gene, *CELLULOSE SYNTHASE-like B4_2 and CELLULOSE SYNTHASE-like E1_4* genes showed high expression levels during mid and late endodormancy, potentially associated with an increase thickness of the cell wall which could reduce apoplastic transport capacity during endodormancy (Hatfield et al., 2017) (**Figure 6**; **Supplementary Figure 8**). 

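DELTA-TIP (PAV03g0147511) had its highest mean on December 8, at 206 ± 11.6 CPM against 111 ± 12.1 CPM on October 17 and 59.7 ± 8.64 CPM on January 3. PIP1B3 (PAV02g0116471) was at 123 ± 9.18 CPM on October 17, 168 ± 6.09 CPM on December 8 and 49.9 ± 8.53 CPM on February 12. The differences between December 8 and October 17 were below the fold threshold, with log2 fold changes of 0.89 (standard error 0.20, edgeR's quasi-likelihood test, adjusted p = 0.00182) and 0.45 (standard error 0.097, edgeR adjusted p = 0.00101). Both genes fell from December 8 to February 12, with changes of -1.69 (standard error 0.21) and -1.75 (standard error 0.10) on the log2 scale, and rose again on March 12, to 169 ± 9.03 and 109.7 ± 3.74 CPM, for PIP1B3 not without the 3 libraries with the lowest mapping shares (log2 fold change 0.99).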

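PECTINESTERASE-like_5 (PAV07g0348671) rose from 14.2 ± 1.21 CPM on October 17 to 35.6 ± 5.91 CPM on December 8 (edgeR's quasi-likelihood test, log2 fold change 1.33, standard error 0.14, adjusted p = 6.48e-07) and was at 21.4 ± 0.973 CPM on January 3 and 13.8 ± 0.0747 CPM on February 12. CELLULOSE SYNTHASE-like B4_2 (PAV03g0170401) likewise had its highest mean on December 8, at 66.0 ± 4.91 CPM against 30.5 ± 1.32 CPM on October 17 (edgeR, log2 fold change 1.11, standard error 0.13, adjusted p = 3.00e-06), and was at 35.1 ± 3.18 CPM on January 15. CELLULOSE SYNTHASE-like E1_4 (PAV06g0265821) increased through endodormancy, from 6.33 ± 0.254 CPM on October 17 to 21.2 ± 1.15 CPM on December 8 and 74.5 ± 17.4 CPM on February 12 (edgeR, December 8 against October 17, log2 fold change 1.75, standard error 0.23, adjusted p = 8.88e-06). It then fell to 10.3 ± 2.34 CPM on March 12, a log2 fold change of -2.85 (standard error 0.22).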

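MYB7 (PAV03g0144681) was at 4.64 ± 0.466 CPM on January 15 and 14.0 ± 1.21 CPM on February 12, and at 3.76 ± 0.662 CPM on March 12 (edgeR's quasi-likelihood test, February 12 against January 15, log2 fold change 1.58, standard error 0.17, adjusted p = 1.80e-06, and March 12 against February 12, log2 fold change -1.90, standard error 0.18, adjusted p = 9.45e-08). Earlier it had a local maximum on January 3 at 8.78 ± 1.57 CPM, close to its level of 7.98 ± 0.918 CPM on October 17. December 8 was low, at 4.36 ± 0.924 CPM.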

Interestingly, in cluster 4, *MYB7*, a negative regulator of xylem formation associated with vascular connection establishment (Růžička et al., 2015) was highly expressed at the end of endodormancy, which could be linked to reduced vascular transport. 

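GH17_22 (PAV04g0221611) had a higher mean at each later endodormancy date, from 15.6 ± 6.65 CPM on October 17 and 32.7 ± 8.76 CPM on December 8 to 285 ± 78.8 CPM on January 3, 680.2 ± 315 CPM on January 15 and 1223 ± 471 CPM on February 12, and was at 190.2 ± 31.5 CPM on March 12. The log2 fold change of February 12 against December 8 was 5.22 (standard error 0.39, edgeR's quasi-likelihood test, adjusted p = 1.70e-08), and the decrease to March 12 was -2.68 (standard error 0.34, edgeR adjusted p = 3.06e-06). BG_1A (PAV07g0328831), annotated as a β-1,3-glucanase, was at 0.177 ± 0.106 CPM on December 8, 7.22 ± 1.82 CPM on January 15, 12.6 ± 3.84 CPM on February 12 and 1.47 ± 0.269 CPM on March 12 (edgeR, February 12 against December 8, log2 fold change 6.18, standard error 0.41, adjusted p = 4.15e-09). BG_3C (PAV07g0328961) was at 2825 ± 1184 CPM on February 12 against 53.8 ± 7.15 CPM on October 17. Replicate 2 of February 12, the library with the lowest mapping share, had the highest February value of GH17_22 (1758 CPM against 866 and 1045), BG_1A (16.9 against 9.38 and 11.6) and BG_3C (4180.3 against 1995 and 2299.5). Without it the rises from December 8 to February 12 were 4.87 (standard error 0.36) for GH17_22 and 5.92 (standard error 0.39) for BG_1A on the log2 scale. The BG identifiers are close neighbours in the annotation and such copies may share reads, which was not tested, so their separate values are uncertain.

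**Figure D1:**
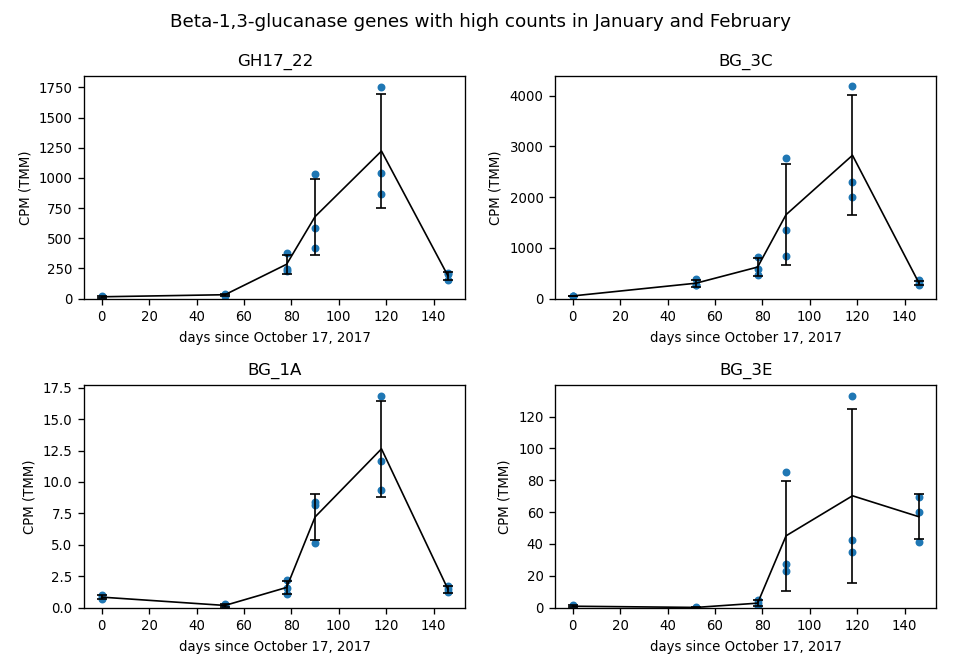
CPM (TMM) of GH17_22, BG_3C, BG_1A and BG_3E by days since October 17, 2017, with points for the single libraries and lines with bars for the mean ± SD of the 3 replicates of a date. The means of GH17_22, BG_3C and BG_1A are highest on February 12, that of BG_3E only through replicate 2 (133 CPM), and the points of that date are widely spread, as in GH17_22 with 866 to 1758 CPM.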

Finally, contrarily to most of *GH17* genes, *GH17_22* displayed a high expression during late endodormancy as well as *β GLUCANASES BG_1A* which are not part of the *GH17* family according to annotation databases, indicating a potential initiation of callose degradation at the end of dormancy (**Figure 6**; **Supplementary Figure 8**).

### Identification of genes potentially associated with calcein transport

In order to highlight the implication of candidate genes in the transport capacity regulation during dormancy, correlations between transcriptomic data and physiological observations were performed. These correlations, calculated without the November time point due to the absence of RNA-seq data available for this point, led to the identification of several candidate genes with expression profiles highly correlated with calcein tracer profile (**Figures 7A, B**). 

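The calcein values of the 6 sampling dates were read by eye from Fig. 7A, since they are not part of the count data, and were correlated with the date means of the 231 differentially expressed candidates. For 30 candidates Pearson's r was over 0.9, and 26 of them had their highest mean on March 12. A cell wall invertase (4_1, PAV07g0336231), named after its values were seen and an enzyme that cleaves sucrose in the apoplast, had the highest r, 0.994 (exact permutation p = 0.00833, Spearman's rho 0.812 with p = 0.0722), with 10.2 ± 2.32 CPM on October 17, 2.44 ± 0.0933 CPM on January 3 and 13.5 ± 0.486 CPM on March 12. The exact permutation test over the 720 pairings can give no p under 0.00139, and after adjustment over the 231 relations (Benjamini-Hochberg) none was under 0.05, the smallest adjusted p being 0.117, whereas 69 were under 0.05 unadjusted. When the 2 dates farthest from the median calcein value were left out, 1 of the 30 genes, PDLP8, kept an r over 0.9, and the median r of the 30 was 0.252, over 4 endodormancy dates that span little of the calcein range. Candidates outside the 30 also had an r over 0.9 on these dates, among them Carbohydrate-binding X8_3 (0.982) and GH-like_34 (0.973). GH-like_34 had r = -0.706 over all 6 dates, and both were named after their values were seen. Keeping an r over 0.9 on 4 dates therefore does not set PDLP8 apart.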

In total, we identified 23 genes with a positive correlation over 0.9. These genes all belonged to cluster 5 except *PIP1B1* that belonged to cluster 1(**Figure 7C**), with the main expression pattern of inhibition during endodormancy and upregulation during dormancy onset and/or ecodormancy. Among these 23 genes, four *GH17* genes, six *GH* related genes, three *GLUCOSIDASE* genes, *PDLP8*, and *PIP1B1* are involved in symplasmic or transcellular pathway, while one *PECTINESTERASE* genes, three *PECTINESTERASE INHIBITOR* genes, and four *CELLULOSE SYNTHASE* genes were associated with the apoplast pathway which could regulate transport capacity by modifying cell wall and cell interspace.

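Of the 23 genes listed in Fig. 7C, 6 had an r over 0.9 with the calcein values read by eye, and the range over all of them was 0.735 to 0.958. PDLP8 had r = 0.934 (exact permutation p = 0.00278, adjusted p = 0.117, rho 0.986) and r = 0.916 without the 2 dates farthest from the median, a value that candidates with a low or negative r over all dates also reached. PIP1B1 (PAV03g0170631) had r = 0.791 (exact permutation p = 0.0889, adjusted p = 0.223, rho 0.493) and r = -0.150 without those dates. In endodormancy against October 17 and March 12, 15 of the 23 genes were lower, and 16 were higher on March 12 than on February 12, with the same counts adjusted over the list alone. The list was chosen on these samples, so these counts are not independent evidence.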

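Of the 30 candidates with an r over 0.9 with the calcein values, 7 were GH17 genes, 5 GH9 genes, 3 cellulose synthase genes and 3 PIP genes, and 2 each were β-glucosidases, GH-like genes, PDLP genes and pectinesterase inhibitors. Among the genes of Fig. 7C, the 4 GH17 genes had r between 0.807 and 0.896, the 4 GH9 genes between 0.848 and 0.937 and the 4 cellulose synthase genes between 0.772 and 0.958. GH9_5 (PAV01g0054461), a member of an endoglucanase family named after its values were seen, is 1 of the candidates that followed this course, with 81.10 ± 2.139 CPM on October 17, 18.87 ± 1.527 CPM on January 3 and 127.8 ± 1.804 CPM on March 12. The paper assigns some of its correlated genes to the apoplastic pathway, which it proposes could regulate transport by changing cell walls and intercellular spaces. It assigns the others to the symplasmic or transcellular pathway.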

**Figure 7:**
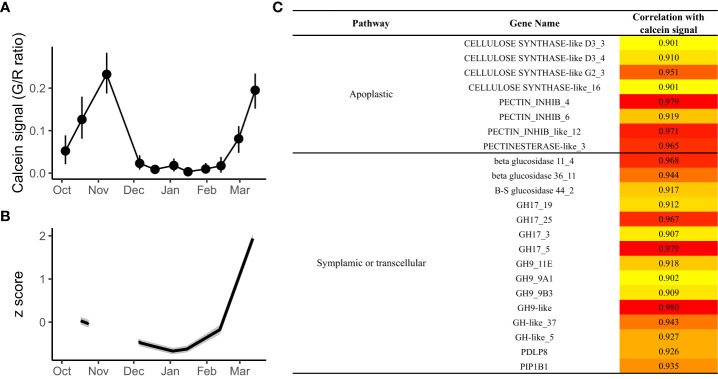
Genes showing the best correlation with the calcein tracer during flower bud dormancy. **(A)** The calcein tracer for 2017/2018 was evaluated using green to red fluorescence ratio on longitudinal bud sections. The line corresponds to the average of 15 buds. **(B)** Average expression profile for the genes with the expression levels, expressed as z scores, best correlated with the calcein tracer. **(C)** Details for the 21 genes with a correlation of at least 0.9 with the calcein tracer.

## Discussion

### Calcein tracer could be a reliable marker for transport capacity during dormancy

Previous studies have attempted to visualize transport capacity to the bud with a main focus on the transition from endodormancy to ecodormancy (Ashworth and Rowse, 1982; Rinne et al., 2001; Xie et al., 2018; Signorelli et al., 2020). Their results led to the hypothesis that transport capacity resumption was associated with endodormancy release and the initiation of bud burst. Here in order to validate this hypothesis in temperate fruit trees, we quantified the movement of the fluorescent molecular calcein as a proxi for transport capacity in flower buds in sweet cherry throughout the dormancy period. In particular, the fluorescent signal allowed robust automatic quantification of the calcein presence at the bud, as opposed to non-fluorescent dyes such as acid fuchsin, eosin or Amido Black (Essiamah and Eschrich, 1986; Xie et al., 2018; Signorelli et al., 2020). Nevertheless, microscopy observations using ionic form of calcein dye remain descriptive and cannot provide any precise information on the cell-to-cell transport and on phloem loading or xylem trafficking but give a reliable state of connectivity between bud and twig. Therefore, we demonstrated that the calcein tracer measured in buds showed a recurring pattern consisting in a decrease at dormancy onset followed by an absence of signal during endodormancy and a marked increase synchronized with bud development and growth. Moreover, this specific profile seemed to be reproducible over the years, suggesting that the calcein tracer may be used as a marker of transport capacity and its dynamics was reliable information to understand and characterize the connections that occur between the flower buds and the twig during the wintering period. This systematic approach could be applied to specific dyes to precisely quantify the dynamics for the different transport pathways during bud dormancy stages.

### Multiple biological pathways are involved in the regulation of dormancy progression

We showed that genes were specifically expressed during certain dormancy stages, as distinguished by the PCA and the hierarchical clustering analysis. Most of DEGs were down-regulated during endodormancy, suggesting that they played an active role in paradormancy and ecodormancy, with a marked decrease in global cellular activity during endodormancy. However, some signaling pathways were still active during endodormancy, with genes identified in clusters 2, 3 and 4, which could be major actors of dormancy maintenance and progression.

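In endodormancy against October 17 and March 12, 3382 genes were lower and 1207 were higher (edgeR's quasi-likelihood test, adjusted p under 0.05 and absolute log2 fold change over 1). Of the differentially expressed genes as a whole, 8380 (58.8%) had a lower mean at the endodormancy dates and 5869 a higher one. On January 3, 3032 genes were lower and 1604 higher than on October 17, whereas with the adjusted p alone 6324 were lower and 6597 higher. By March 12, 3458 genes were higher and 2028 lower than on October 17. The number of genes with at least 1 count was 27,319 to 29,384 per library at the endodormancy dates, 28,270 to 28,868 on October 17 and 29,862 to 30,007 on March 12. CPM are shares of each library's counts, so a decrease in total RNA per bud would not be seen in them.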

Previous transcriptomic studies have reported multiple biological pathways potentially involved in dormancy progression such as carbohydrate metabolism, oxidative stress, phytohormones, epigenetic regulation and transport (Zhu et al., 2015; Zhang et al., 2018b; Vimont et al., 2019; Yu et al., 2020; Zhu et al., 2020). In line with these finding, our results have highlighted that genes associated with oxidation-reduction processes, carbohydrate metabolism and response to abiotic stresses were expressed during bud dormancy in sweet cherry. This strongly suggests that common pathways regulate dormancy onset, maintenance and progression in fruit trees, regardless of the species, the cultivar, the location or the observation season. In particular, our results highlighted GO terms associated with oxidoreductase activity which is implicated in oxidative stress regulation, considered as one of the key processes involved in the transition from endodormancy to ecodormancy (Ophir et al., 2009; Vergara et al., 2012; Beauvieux et al., 2018; Meitha et al., 2018). Terms associated with transcription factor activity were also significantly enriched in the genes differentially expressed throughout dormancy, which could be related to key regulators such as *DORMANCY-ASSOCIATED MADS-box* (*DAM*) genes involved in dormancy establishment and maintenance (Falavigna et al., 2019; Fadón et al., 2020)or transcription factors from the WRKY and MYB families, previously identified as serious candidate regulators in sweet cherry bud dormancy (Vimont et al., 2019). Finally, we found significant enrichment for terms associated with carbohydrate metabolic process which have been reported to vary through dormancy progression (Tixier et al., 2019), but also terms related to glucan endo-1,3-beta-D-glucosidase activity and glucan metabolic. Interestingly, these terms could potentially be related to transport capacity as these processes have been described to participate to callose degradation, thus allowing the restoration of cell-to-cell communication after chilling accumulation to promote dormancy release (Rinne et al., 2001; Rinne et al., 2011; Lloret et al., 2018).

### Transport capacity decrease may be associated with bud dormancy onset

We found that the calcein movement to the bud decreased within a short time span around late September/beginning of October, which we associate with the onset of dormancy. One exception was noticed for the season 2017-2018, when levels of calcein tracer in the bud showed a significant increase in October and November before decreasing in December. This marked reduction in transport pathways at the onset of endodormancy has been reported in different perennial species (for a review see Savage and Chuine, 2021). Interestingly, discrepancies between years might reveal the regulation by temperature of dormancy onset since milder temperatures were recorded during October 2017, which could be associated with a later dormancy onset as shown by the calcein levels.

Accordingly, we found molecular evidence that key genes involved in the symplasmic, apoplastic and vascular pathways were gradually down-regulated in sweet cherry flower buds during this dormancy onset period. Most of these genes were associated with symplasmic transport, such as *GH17_3*, *GH17_5*, *GH17_9*, *GH17_19* and *GH17_25*, suggesting a reduction of callose degradation, and therefore increased callose levels in the buds. These results are consistent with the reports that callose is deposited at plasmodesmata during autumnal growth cessation and dormancy onset, thus blocking inter-cellular communication and preventing the movement of growth-promoting signals and metabolic activities (Jian et al., 1997; Rinne and Schoot, 2003; Singh et al., 2017; Tylewicz et al., 2018). 

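Of the symplasmic candidates tested, 26 were lower and 7 higher on December 8 than on October 17, and on January 3 the counts were 45 lower (46 adjusted over the list alone) and 11 higher (12). The apoplastic candidates gave 21 lower and 9 higher on December 8 and 28 lower and 9 higher on January 3, with the same counts adjusted over the list alone. The vascular candidates gave 4 lower on December 8. By group, the decreases on December 8 included 15 cellulose synthase genes of 60 tested (17 adjusted over the list alone), among them CELLULOSE SYNTHASE-like_5_2 (PAV04g0193021), which went from 29.16 ± 5.780 to 2.116 ± 1.097 CPM (edgeR's quasi-likelihood test, log2 fold change -3.74, standard error 0.32, adjusted p = 5.31e-08), and 11 of 48 β-glucosidases. Cellulose synthases were the family that stood out from other genes at this step (limma camera, Benjamini-Hochberg adjusted p = 0.0292, and adjusted p = 0.288 with an estimated correlation).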

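Of the GH17 genes that the paper lists for dormancy onset, GH17_5, GH17_9 and GH17_25 were lower on December 8 than on October 17. GH17_25 had a log2 fold change of -1.15 (standard error 0.21, edgeR's quasi-likelihood test, adjusted p = 2.28e-04), and by January 3 its change from October 17 was -2.91 (standard error 0.24). GH17_9 (PAV07g0353161) is read at low levels, 0.888 ± 0.190 CPM on October 17 and 0.243 ± 0.0519 CPM on December 8 (edgeR, log2 fold change -1.80, standard error 0.57, adjusted p = 0.0171). GH17_3 (PAV08g0392491) was at 25.8 ± 2.31 and 31.5 ± 2.21 CPM at these dates (log2 fold change 0.29, standard error 0.11) and GH17_19 (PAV06g0263241) at 19.8 ± 1.04 and 19.1 ± 0.914 CPM (log2 fold change -0.05, standard error 0.12). On January 3 they were at 14.0 ± 1.17 and 10.0 ± 1.86 CPM, with log2 fold changes against October 17 of -0.88 (standard error 0.11, edgeR adjusted p = 3.35e-06) and -0.98 (standard error 0.13, edgeR adjusted p = 5.66e-06), just under the fold threshold. The GH17_5 decrease to December 8, -1.02 on the log2 scale (standard error 0.15), was not called without replicate 1 (-0.96) or 3 (-0.94) of December 8, replicate 3 of February 12 (-0.98), replicate 1 of March 12 (-0.98) or replicate 2 of October 17 (-0.999), and that of GH17_9 without replicate 1 (-1.86) or 2 (-1.66) of December 8. Without the 3 libraries with the lowest mapping shares neither was called (-0.92 and -1.83), and GH17_5 was not called with filterByExpr (-0.98), a mean count of at least 10 (-0.996), no filter (-0.98), fits on the compared dates alone (-0.97) or, added after seeing the data, DESeq2 on each pair of dates alone (-0.99).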

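Of 26 callose synthase genes tested, CALS and GSL (glucan synthase-like) names together, 7 were differentially expressed between at least 2 dates, and each of the 7 was highest at an endodormancy date. GSL_3 (PAV06g0263991) fell from 46.04 ± 13.66 CPM on December 8 to 18.7 ± 3.27 CPM on February 12 (edgeR's quasi-likelihood test, log2 fold change -1.30, standard error 0.25, adjusted p = 4.12e-04). CALS_1B (PAV03g0164981) was at 1.85 ± 0.628 CPM on October 17, 4.09 ± 1.39 CPM on January 3 and 1.51 ± 0.245 CPM on February 12 (edgeR, January 3 against October 17, log2 fold change 1.11, standard error 0.36, adjusted p = 0.0152). Of the 5 genes tested with a CALS name, CALS_1B, CALS_5D and CALS_5F passed the threshold in at least 1 pair of dates, and as CALS_1B and CALS_5F have neighbouring identifiers and such copies may share reads, their separate values are uncertain. Callose synthase genes were called less often than the other candidates, 7 of 26 against 224 of 290 (odds ratio 0.110, 95% confidence interval 0.0372 to 0.286, two-sided Fisher's exact test, p = 3.55e-07). This test was chosen after the result was seen. It treats genes as independent, whereas the estimated inter-gene correlation of the callose synthases was 0.231, so its p and interval are too narrow. It also does not account for level, the median being 27.8 CPM for callose synthases and 7.74 CPM for the others. The CALS_1B decrease from December 8 to February 12, -1.18 (standard error 0.38), was not called without replicate 1 or 3 of December 8 (-0.91 and -1.01) or the 3 libraries with the lowest mapping shares (-1.05).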

Interestingly, while there have been reports on the importance of a balance between callose production through *CALS* genes and degradation by *GH17* genes for dormancy establishment (Ruttink et al., 2007; Singh et al., 2018; Tylewicz et al., 2018; Singh et al., 2021), here none of the sweet cherry *CALS* genes were differentially expressed throughout dormancy, thus suggesting that callose turnover could be mostly regulated through degradation by the *GH17* genes. Moreover, we found that *PIP1B* genes, which regulate water transport through the transcellular pathway, were also down-regulated, leading to limited water transport participating to the transition toward endodormancy as previously observed with low aquaporin expression (Yooyongwech et al., 2008). 

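PIP1B1 was at 28.5 ± 3.18 CPM on October 17, 14.6 ± 1.06 CPM on December 8 and 28.1 ± 1.74 CPM on January 3, and reached 133 ± 20.7 CPM on March 12. PIP1B2 (PAV02g0127431) was at 366 ± 31.7 CPM on October 17, 210.8 ± 31.04 CPM on December 8 and 299.9 ± 35.7 CPM on January 3, with its highest mean on February 12 at 919.9 ± 117.9 CPM. The differences between December 8 and October 17 were smaller than the fold threshold, with log2 fold changes of -0.97 (standard error 0.13, edgeR's quasi-likelihood test, adjusted p = 1.31e-05) and -0.80 (standard error 0.12, edgeR adjusted p = 3.06e-05). The third gene, PIP1B3, went the other way, with a log2 fold change of 0.45 (standard error 0.097, edgeR adjusted p = 0.00101), also under the fold threshold. Later PIP1B1 and PIP1B2 rose, by 1.66 (standard error 0.13) and 2.13 (standard error 0.12) on the log2 scale from December 8 to February 12.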

In grapevine, Xie et al. (2018) found that the vascular connectivity between buds and cane was disrupted during endodormancy, potentially associated with the absence of functional xylem. Nevertheless, microscopy observations using ionic form of calcein dye remain descriptive and cannot provide any precise information on the cell-to-cell transport and on phloem loading or xylem flow but give a reliable state of connectivity between bud and twig. Consistently, the marked down-regulation during dormancy onset of two genes, *WUSCHEL 14, CLAVATA3/ESR-RELATED 42*, involved in the xylem formation (Růžička et al., 2015) may suggest that the vascular system is paused between the twig and the flower buds at the beginning of dormancy. 

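Of the 18 genes tested of the xylem formation list, WUSCHEL related homeobox 14, CLAVATA3/ESR-RELATED 42, MYB4 and NAC domain containing protein 83 were lower on December 8 than on October 17, with the same calls adjusted over the list alone, and the last was named after its values were seen. NAC domain containing protein 83 (PAV05g0249451) is read at low levels, 0.485 ± 0.248 CPM on October 17 and 0.156 ± 0.143 CPM on December 8 (edgeR's quasi-likelihood test, log2 fold change -1.73, standard error 0.68, adjusted p = 0.0468). On January 3 the differences from October 17 were -1.09 (standard error 0.099) for WUSCHEL related homeobox 14 and -1.34 (standard error 0.13) for CLAVATA3/ESR-RELATED 42 on the log2 scale. WUSCHEL related homeobox 4 (PAV05g0261141), also named after its values were seen, had its highest mean on December 8, at 6.72 ± 0.853 CPM against 4.46 ± 0.501 CPM on October 17 (log2 fold change 0.59, standard error 0.21), under the fold threshold, and Table S5 describes it as WUSCHEL related homeobox 14, the name it gives to PAV05g0238571.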

All together, these molecular actors participate to reduce transport capacity and prepare the flower bud to acclimate to unfavorable conditions. However, the environmental regulation of the expression for these key genes is still unknown. Dormancy onset in perennial species can be triggered by cooler temperature, shorter photoperiod and endogenous control (Thomas and Vince-Prue, 1996; Battey, 2000). Contrarily to forest trees, where dormancy onset have been reported to be regulated by decreasing day length, *Prunus* species such as sweet cherry have been described to induce their dormancy onset and growth cessation mostly under the influence of low temperature (Heide, 2008; Cooke et al., 2012). Therefore, we might wonder whether the molecular pathways identified as key actors for the regulation of autumnal growth cessation and dormancy onset associated with transport capacity in forest trees, such as ABA and ABA/GA balance (Tylewicz et al., 2018; Veerabagu et al., 2023) may also be involved in the control of dormancy onset in fruit trees.

### Transport capacity is highly reduced during endodormancy

Calcein tracer profiles revealed that transport capacity is reduced, if not absent, during endodormancy, as it has been widely reported in other species (Ashworth and Rowse, 1982; Rinne et al., 2011; Xie et al., 2018; Fadón et al., 2020; Savage and Chuine, 2021). 

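The families of Table S5 differed in how many members were lower in endodormancy against October 17 and March 12. GH9, an endoglucanase family, had 7 of 13 tested members lower, PDLP had 3 of 7 and the xylem formation list 2 of 18. PDLP6B (PAV01g0049461), named after its values were seen, was at 7.36 ± 0.925 CPM on October 17, 1.27 ± 0.333 CPM on January 15 and 7.03 ± 1.31 CPM on March 12 (edgeR's quasi-likelihood test, log2 fold change -1.99, standard error 0.14, adjusted p = 7.63e-10). Among the BG genes, BG_1A and BG_3C were higher in endodormancy, BG_1A not without replicate 2 or 3 of December 8, replicate 3 of January 3, replicate 2 or 3 of January 15, replicate 2 of February 12, replicate 1 of March 12 or replicate 2 of October 17 (log2 fold change 0.90 to 0.99). Relative to all other genes, families were shifted downward at a preset inter-gene correlation (limma camera, Benjamini-Hochberg), among them GH9 (adjusted p = 6.77e-04, and adjusted p = 0.0197 with an estimated correlation), PDCB and X8 genes (0.00243, and adjusted p = 0.0581 with an estimated correlation), PDLP (0.0322, and adjusted p = 0.0600 with an estimated correlation) and xylem formation (0.0356, and adjusted p = 0.0600 with an estimated correlation). Of these, GH9 kept its call with the estimated correlation, and in a fit with 2 groups 5 of 100 splits of the libraries, the real one included, gave at least the 7 families past the threshold of the real split, so chance cannot be excluded for their number. The fry test, which asks whether the genes of a set move on balance one way without comparing them with other genes, gave an adjusted p of 3.40e-13 for GH9 and 2.23e-10 for PDLP. Families without a camera call passed fry too, such as GH-like genes (2.73e-06), β-glucosidases (7.79e-04) and, upward, BG (0.0137). GH31 (0.492) and the callose synthases (0.816) did not. Passing fry therefore does not set GH9 or PDLP apart from other families.

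**Figure D2:**
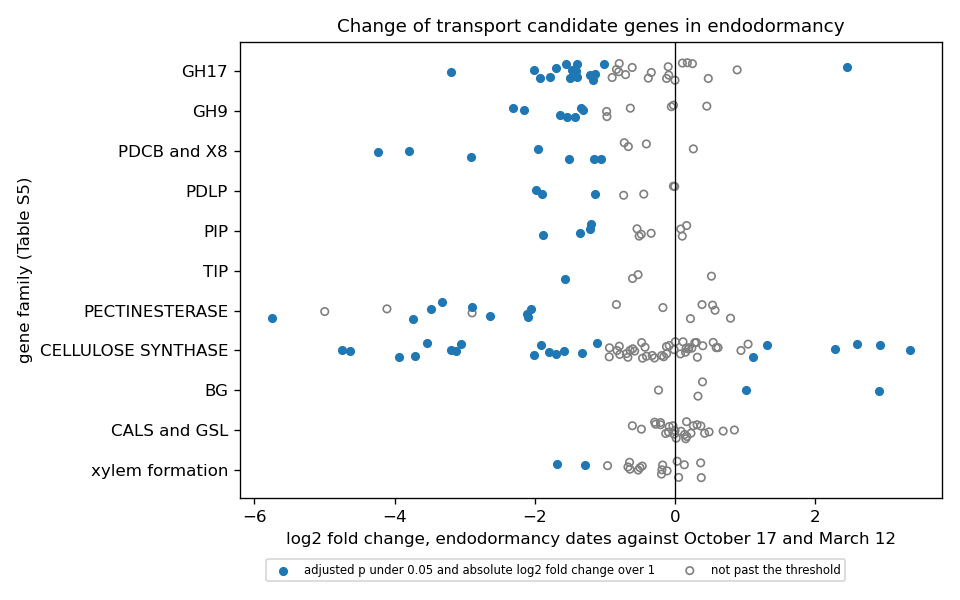
Log2 fold change of each tested candidate in endodormancy against October 17 and March 12, by family of Table S5, with filled points for genes past the threshold of adjusted p and fold and open points for the others. Of the GH17 genes, 15 filled points lie left of 0 and 1 lies right of it, and the callose synthases show open points alone.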

At a molecular level, we found that most of the candidate genes exhibited low expression levels during endodormancy (clusters 1 and 5) including *GH17*, *PIPs*, *PDLP* involved in symplasmic or transcellular pathways, *CELLULOSE SYNTHASE* and *PECTINESTERASE* involved indirectly in apoplastic pathway by regulating the intercellular space, as well as genes involved in xylem formation and development such as *WUSCHEL 14* and *CLAVATA3/ESR-RELATED 42* which could participate to the establishment of the vascular system. These results suggest that the arrest of transport and communication may be due to the total or partial shutdown of all transport pathways. *CELLULOSE SYNTHASE* and *PECTINESTERASE* may act indirectly as transport capacity regulators but could also promote bud break by playing a role in growth resumption due to their function in cell division and cell expansion during ecodormancy (Bosch et al., 2005; Endler and Persson, 2011).

In particular, the symplasmic pathway could be reduced due to the presence of callose deposition in all cells including sieve plate and sieve pores of phloem cells as we observed in endodormant buds, which is also consistent with the low expression of most of *GH17* genes. This communication blockage might be associated with reduced metabolic and physiological activities in cells during endodormancy (Rinne and Schoot, 2003; Wang et al., 2022). 

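Of the 11 PIP genes tested, PIP1B1, PIP1C, PIP2F and PIP3B were lower in endodormancy against October 17 and March 12, and of the 4 TIP genes GAMMA-TIP1 was, with the same calls adjusted over each list alone. PIP1C (PAV05g0243601), named after its values were seen, was at 311 ± 17.3 CPM on October 17, 166 ± 23.8 CPM on February 12 and 659 ± 21.4 CPM on March 12 (edgeR's quasi-likelihood test, log2 fold change -1.21, standard error 0.056, adjusted p = 2.61e-12). PIP2F had the largest decrease of the aquaporins in endodormancy, with a log2 fold change of -1.88 (standard error 0.06). Of the remaining aquaporins, PIP1B2, PIP1B3 and DELTA-TIP had log2 fold changes of -0.48 (standard error 0.071), -0.34 (standard error 0.059) and -0.61 (standard error 0.12), below the fold threshold. Above 0 were PIP1E (0.10, standard error 0.14), PIP2A1 (0.16, standard error 0.11), PIP2A2 (0.08, standard error 0.064) and TIP3 (0.52, standard error 0.19), named after their values were seen and also under the fold threshold. The PIP family was shifted downward relative to other genes with an adjusted p of 0.00385 (limma camera, Benjamini-Hochberg) and an adjusted p = 0.0581 with an estimated correlation.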

Our results also support the findings that water transport can be reduced during endodormancy (Yooyongwech et al., 2008) as we found that most of the *PIP* and *TIP* genes were repressed at this stage in flower buds. These gene families encoding water channels such as aquaporins have been reported to have potential function in the control of free water content during dormancy in Japanese pear (Saito et al., 2015) and in response to cold temperature in *Arabidopsis Thaliana* (Lee et al., 2012). Moreover, reduction of water transport during endodormancy may be crucial for enhanced cold tolerance (Sreedharan et al., 2013; Afzal et al., 2016; Xu et al., 2021), to protect from frost events and stop ice propagation in bud cells (Quamme, 1978). 

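In endodormancy against October 17 and March 12, 9 of 19 pectinesterase genes tested were lower (10 adjusted over the list alone) and 12 were higher on March 12 than on February 12. From October 17 to December 8, however, 2 pectinesterase genes rose and 1 fell, and 0 of those called were highest on October 17. At that step the family was not shifted downward (limma camera, direction upward, Benjamini-Hochberg adjusted p = 0.462). PECTINESTERASE-like_24 (PAV07g0339421), named after its values were seen, was at 0.697 ± 0.372 CPM on October 17, 0.152 ± 0.0505 CPM on January 15 and 4.88 ± 0.358 CPM on March 12 (edgeR's quasi-likelihood test, log2 fold change -2.90, standard error 0.25, adjusted p = 1.42e-08). Among the 60 cellulose synthase genes tested, 15 were lower and 6 were higher in endodormancy, with the same counts adjusted over the list alone. CELLULOSE SYNTHASE-like_3_1 (PAV07g0358471) was at 51.2 ± 3.71 CPM on October 17, 0.378 ± 0.246 CPM on February 12 and 15.3 ± 2.52 CPM on March 12 (edgeR, log2 fold change -3.71, standard error 0.16, adjusted p = 1.13e-12). Relative to other genes, pectinesterases had an adjusted p of 0.0270 (limma camera, Benjamini-Hochberg, and adjusted p = 0.0581 with an estimated correlation) and cellulose synthases one of 0.0322 (adjusted p = 0.165 with an estimated correlation), both downward. In clusters 1 and 5, Table S6 holds 12 of these cellulose synthases and 1 pectinesterase.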

Finally, we found that most of the *PECTINESTERASE* and *CELLULOSE SYNTHASE* genes were down-regulated during endodormancy (clusters 1 and 5). These genes have been described to play a role in cell wall modification under cold stress and could participate indirectly in the apoplastic transport regulation during dormancy and these expression profiles are consistent with previous studies of cold treatment in poplar and cotton (Solecka et al., 2008; Ko et al., 2011; Zhu et al., 2013; Willick et al., 2018). 

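Of the cellulose synthase genes called between at least 2 dates, 22 had their highest mean at an endodormancy date, against 11 on October 17 and 10 on March 12. Of the pectinesterase genes so called, 4 were highest at an endodormancy date and 12 on March 12. CELLULOSE SYNTHASE-like G1_2 (PAV01g0004451) was at 84.5 ± 5.71 CPM on October 17, 151 ± 14.7 CPM on December 8 and 3.57 ± 2.16 CPM on March 12 (edgeR's quasi-likelihood test, endodormancy against October 17 and March 12, log2 fold change 2.59, standard error 0.14, adjusted p = 1.59e-11). CELLULOSE SYNTHASE-like B6_2 (PAV02g0116831) was highest on January 3 at 9.71 ± 2.21 CPM, against 2.70 ± 0.411 CPM on October 17 and 1.92 ± 1.03 CPM on March 12 (edgeR, log2 fold change 1.31, standard error 0.18, adjusted p = 6.30e-06). PECTINESTERASE-like_33 (PAV03g0177131) was at 164 ± 4.90 CPM on October 17, 234 ± 23.3 CPM on January 3 and 56.4 ± 5.24 CPM on March 12 (edgeR, log2 fold change 0.79, standard error 0.066, adjusted p = 8.79e-09), below the fold threshold. These 3 genes were named after their values were seen. In Table S6, 16 cellulose synthases and 3 pectinesterases belong to clusters 2 to 4.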

Interestingly, eight additional *CELLULOSE SYNTHASE* and three *PECTINESTERASE* genes were also found to be highly expressed during endodormancy, which suggests that cellulose deposition in cell wall might be regulated by a complex balance.

Likewise, only a small number of candidate genes were expressed during endodormancy. These included four *GH17* genes, and the *BG* genes, another class of genes potentially involved in plasmodesmata aperture, annotated as β-1,3 glucanases but not as part of the *GH17* family, with upregulated expression during mid and late endodormancy (clusters 3 and 4) when the transport capacity was very low. These results suggest that some dynamics in the regulation of callose deposition were still needed during this period. In addition, *PIP1B3* and *DELTA-TIP* have an expression peak during endodormancy contrarily to the other aquaporins genes. This result could be explained by a role in cold acclimation for these *PIPs* and *TIPs* genes as it has been reported in Arabidopsis (Ruttink et al., 2007; Rahman et al., 2020).

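All 5 BG genes tested rose from December 8 to February 12, with the same calls adjusted over the list alone, and had their highest mean on that date, BG_3E only through replicate 2. BG_3C was already higher on December 8 than on October 17 (edgeR's quasi-likelihood test, log2 fold change 2.50, standard error 0.36, adjusted p = 2.20e-05), at 305 ± 67.3 CPM, and went on to 623 ± 184 CPM on January 3 and 1655 ± 993 CPM on January 15. BG_3B (PAV07g0328991) was at 2.47 ± 0.395 CPM on October 17, 0.772 ± 0.324 CPM on December 8 and 9.34 ± 3.68 CPM on February 12 (edgeR, February 12 against December 8, log2 fold change 3.62, standard error 0.39, adjusted p = 8.57e-07). BG_3E (PAV07g0328941) was at 2.82 ± 1.88 CPM on January 3, 45.1 ± 34.7 CPM on January 15 and 70.2 ± 54.6 CPM on February 12, where replicate 2 had 133 CPM against 42.4 and 35.2 in the others, and at 57.1 ± 14.3 CPM on March 12. The GH17 genes of clusters 2 to 4 were GH17_13, GH17_17, GH17_22 and GH17_29, of which GH17_17 (PAV06g0280451), named after its values were seen, was highest on January 3 at 48.7 ± 2.61 CPM against 23.6 ± 1.55 CPM on October 17 (edgeR, log2 fold change 1.04, standard error 0.09, adjusted p = 4.12e-08). Without replicate 2 of February 12 the rise of BG_3C from December 8 to February 12 was 2.82 (standard error 0.34) on the log2 scale, against 3.21 (standard error 0.36) with it.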

### Transport capacity resumption is associated with bud growth rather than dormancy release

Our results showed that transport capacity resumption was not synchronized with dormancy release dates, but was more related to bud growth and development. Despite a quite large range of dormancy release dates (February 12^th^ to March 28^th^) over the five years of observation, we found that transport capacity resumption, quantified using calcein movement, occurred in a shorter period (February 5^th^-24^th^). In the debate on how and when transport capacity (between cells and between buds and twigs) is resumed, our results support the hypothesis that the different transport pathways are reactivated after dormancy release or after some chill accumulation, and when milder temperatures trigger the transition towards flowering in early spring.

Transport capacity within the bud is essential at the beginning of growth resumption for metabolism but as long as the metabolic and physiological activities are limited to the organ itself, the symplasmic and apoplastic pathways might be sufficient to support the local processes (Vitasse et al., 2014; Xie et al., 2018). Accordingly, we found that genes associated with the symplasmic pathway were among the first activated at the end of endodormancy, including most of the *GH17* genes. These results are consistent with the hypothesis that callose degradation leading to a reopening of plasmodesmata is crucial for bud burst (Rinne et al., 2011). This hypothesis is further supported by the expression pattern for *PDLP8*, another gene involved in symplasmic pathway and belonging to a gene family that has been reported to regulate trafficking through plasmodesmata (Thomas et al., 2008).

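From January 15 to February 12, 6 GH17 genes rose and 1 fell, and from February 12 to March 12, 15 rose and 1, GH17_22, fell, with the same counts adjusted over the list alone. Of all symplasmic candidates tested, 17 rose and 9 fell from January 15 to February 12, and 59 rose (60 adjusted over the list alone) and 16 fell from February 12 to March 12. For the apoplastic candidates the counts were 15 higher and 9 lower (10 adjusted over the list alone) in the first interval and 36 higher and 10 lower in the second. GH17_37 (PAV01g0055951) and GH17_32 (PAV03g0140681), which had their lowest means on February 12 at 6.50 ± 2.09 and 16.0 ± 2.74 CPM, rose to 28.8 ± 0.599 and 63.3 ± 4.25 CPM on March 12, with log2 fold changes of 2.11 (standard error 0.18, edgeR's quasi-likelihood test, adjusted p = 1.49e-08) and 1.98 (standard error 0.14, edgeR adjusted p = 1.44e-09). Relative to other genes the rise to March 12 had adjusted p values of 0.00149 for GH17 (limma camera, Benjamini-Hochberg, and adjusted p = 0.0405 with an estimated correlation), 0.00465 for GH9 (adjusted p = 0.0371 with an estimated correlation) and 0.00149 for the pectinesterases of the apoplastic list (adjusted p = 0.0291 with an estimated correlation). GH17_32 and GH17_37 were named after their values were seen, and whether the symplasmic and apoplastic lists differ in timing was not tested.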

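PDLP8 was at 3.68 ± 1.16 CPM on February 12, a change from January 15 with a log2 fold change of 0.88 (standard error 0.25, edgeR's quasi-likelihood test, adjusted p = 0.00965) below the fold threshold, and rose by 1.33 (standard error 0.23, edgeR adjusted p = 7.46e-05) from February 12 to March 12. Of the 7 PDLP genes tested, PDLP6A, PDLP6B and PDLP8 rose in this last interval, with the same calls adjusted over the list alone. PDLP6A (PAV01g0049471), named like PDLP6B after its values were seen, is read at 0.547 ± 0.245 CPM on February 12 and 1.84 ± 0.611 CPM on March 12 (edgeR, log2 fold change 1.77, standard error 0.43, adjusted p = 0.00173). PDLP6A and PDLP6B have neighbouring identifiers and may share reads, so the values of each are uncertain.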

As metabolic activities substantially increase in the bud, the vascular system is reactivated via differentiation of the xylem conduits and callose degradation in the phloem as reported in *Prunus* species (Ashworth, 1984; Andreini et al., 2012; Viti et al., n.d), associated with higher needs in water and nutrients. These processes could therefore explain the increase in calcein movement that we observed in sweet cherry between the branch and the flower buds. Consistently, we identified genes highly correlated with the calcein tracer reflecting their regulatory role in the reconnection between bud and branch. These include five *GH17* genes, suggesting that callose may be actively degraded to facilitate the phloem connection toward the flower bud, which was further supported by our observations that callose was less present at sieve elements in the phloem before bud burst. Moreover, the *MYB85* gene expression is also correlated with the calcein tracer and could participate to the establishment of vascular elements as it has been identified as a potential regulator of xylem maturation and lignin biosynthesis (Růžička et al., 2015).

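The GH17 genes with an r over 0.9 with the calcein values were GH17_30 (r = 0.987), GH-17-like_1 (0.980), GH17_38 (0.956), GH17_28 (0.954), GH17_37 (0.947), GH17_32 (0.941) and GH17_18 (0.916). For GH17_30, the exact permutation p of r was 0.0167 and its adjusted p over all relations 0.128, rho was 0.812 with an exact permutation p of 0.0722, and r without the 2 dates farthest from the median calcein value was 0.0387. For GH17_32, which among these genes has the highest r without those dates, 0.644, rho was 0.899 with an exact permutation p of 0.0278. GH17_5 and GH17_19, which Fig. 7C lists, had r = 0.895 and r = 0.896. GH17_22 ran against the tracer with r = -0.469 (exact permutation p = 0.356, rho -0.725 with p = 0.122), a relation within what chance gives.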

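MYB85 had r = 0.609 and rho = -0.0290 with the calcein values of the 6 dates (exact permutation p = 0.183 and 0.983, adjusted p = 0.333 over the 231 relations). Without the 2 dates farthest from the median, r was 0.0308. Its level on October 17 was as low as on December 8 (log2 fold change -0.02, standard error 0.72), and its replicates of March 12 ranged from 46.2 and 30.2 to 80.5 CPM.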

### Regulation of transport capacity in sweet cherry dormant buds

Our results suggest that the reactivation of transport capacity involved in bud growth and development could be separated into two periods before budburst, potentially associated with differential temperature regulation. First, at the end of endodormancy and as mentioned above, cellular processes are limited to the organ itself, facilitated by the reactivation of symplasmic and apoplastic pathways. They were potentially resumed after a photoperiod threshold or some chilling accumulation as supported by the cold accumulation threshold between 75 and 84 chilling portions observed for the five years of data. Indeed, before this threshold, transport capacity is never resumed even when mild temperatures could occur in December or January. Second, as temperatures increase and development accelerates, the sink increases substantially at the bud and functional vascular and nonvascular pathways are needed to allow for exchange between the organs (Savage and Chuine, 2021). Based on our observations and the related temperature data, reactivation of this long-distance transport may require warmer temperatures and consequently heat accumulation (Ashworth, 1984; Welling and Palva, 2006).

Therefore, similarly to the regulation of dormancy, a fine and complex balance of cold and heat accumulation appear to control transport capacity before bud burst. How these potential chilling and heat requirements for transport capacity are regulated and how they are related with dormancy progression need to be further investigated (Horvath et al., 2003; Campoy et al., 2011).

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE229429.

## Author contributions

BW designed the study. MF, HB, and DB performed the experiments. MF and BW analyzed the data and wrote the manuscript. All authors contributed to the article and approved the submitted version.

## Supplementary material

Supplementary Figure 1 Microscopy observations of flower bud under a) bright light, b) red filter corresponding to chlorophyll excitation in order to obtain the total bud's surface and c) green filter corresponding to calcein excitation in order to obtain the fluorescent signal's surface. Then the ratio green/red is used to quantify the bud's surface that is irrigated by the calcein fluorescence.

Supplementary Figure 2 Validation of RNA-seq gene expression profiles by qRT-PCR on seven marker genes.

Supplementary Figure 3 Dormancy release and transport capacity characterization. (a) Dormancy release date estimation was done by forcing experiment. (b) Calcein signal profiles recorded in flower buds. Dormancy release date (dotted line).

Supplementary Figure 4 Additional observations of callose accumulation in sweet cherry flower buds. 50 µm sections of flower buds from the 'Fertard' cultivar, were observed with aniline blue fluochrome using an epifluorescent microscope (Zeiss Axiophot).

Supplementary Figure 5 Sampling details for the RNA-seq analysis compared to dormancy status and transport capacity evaluated by the calcein signal (Green to Red fluorescence ratio) to the bud. Flower buds were sampled from the sweet cherry cultivar 'Fertard' during the winter 2017-2018. Stars indicate the sampling dates (Oct 17th 2017, Dec 8th 2017, Jan 3rd 2018, Feb 12th 2018 and Mar 12th 2018). Dotted lines correspond to the dormancy release date estimated as 50% of budbreak after 10 days under forcing conditions.

Supplementary Figure 6 Principal component analysis of samples based on the global gene expression including (a) all Differentially Expressed Genes and (b) transport candidate genes showing the same pattern of dormancy stages.

Supplementary Figure 7 Expression profiles of the differentially expressed genes repressed during endodormancy, classed in clusters 1 and 5. TPM: transcripts per million reads.

Supplementary Figure 8 Expression profiles of the differentially expressed genes activated during ecodormancy, classed in lcusters 2, 3 and 4. TPM: transcripts per million reads.

Supplementary Table 1 Detail information on sequencing and mapping processes for each sample.

Supplementary Table 2 Clustering of differentially expressed genes among 48, 133 genes identified in reference genome, DEGs between each time point which were assessed using DEseq2 R Bioconductor package (Love et al., 2014), in the statistical software R (R Core Team 2022). Genes with an adjusted p-value (padj) < 0.05 and a log fold change > 1 were selected.

Supplementary Table 3 Gene ontology terms obtained using Blast2GO for the sweet cherry 'Regina' reference genome.

Supplementary Table 4 GO enrichment analysis indicating Molecular Functions (MF) and Biological Processes (BP) over-represented in DEGs compared to the entire gene set of reference genome, based on a classic Fisher algorithm.

Supplementary Table 5 Information on the candidate genes evaluated in the study.

Supplementary Table 6 Clustering on the differentially expressed genes among transport candidate genes. DEGs between each time point which were assessed using DEseq2 R Bioconductor package (Love et al., 2014), in the statistical software R (R Core Team 2022). Genes with an adjusted p-value (padj) < 0.05 and a log fold change > 1 were selected.

Supplementary Data Sheet 1 Raw read counts and transcript per million reads (TPM) for each annotated transcript and each sample.

Supplementary Data Sheet 2 DESeq results for all annotated transcripts.

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 1 — Microscopy observations of flower bud under a) bright light, b) red filter corresponding to chlorophyll excitation in order to obtain the total bud's surface and c) green filter corresponding to calcein excitation in order to obtain the fluorescent signal's surface. Then the ratio green/red is used to quantify the bud's surface that is irrigated by the calcein fluorescence.

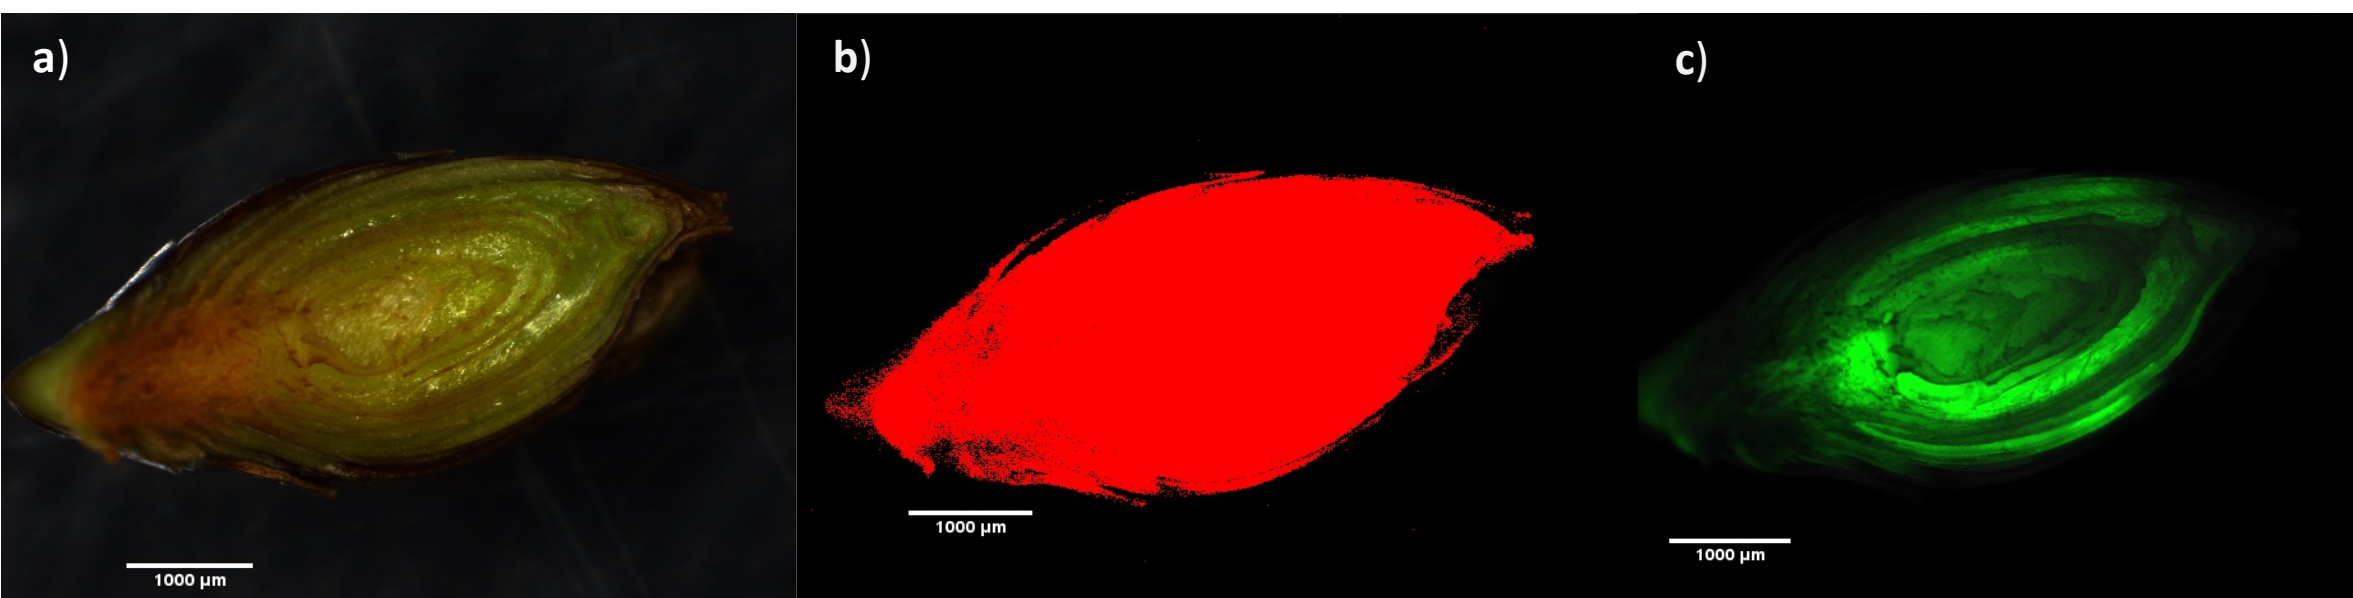

Figure S1. Microscopy observations of flower bud under a) bright light, b) red filter corresponding to chlorophyll excitation in order to obtain the total bud's surface and c) green filter corresponding to calcein excitation in order to obtain the fluorescent signal's surface. Then the ratio green/red is used to quantify the bud's surface that is irrigated by the calcein fluorescence.

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 2 — Validation of RNA-seq gene expression profiles by qRT-PCR on seven marker genes.

qRT-PCR

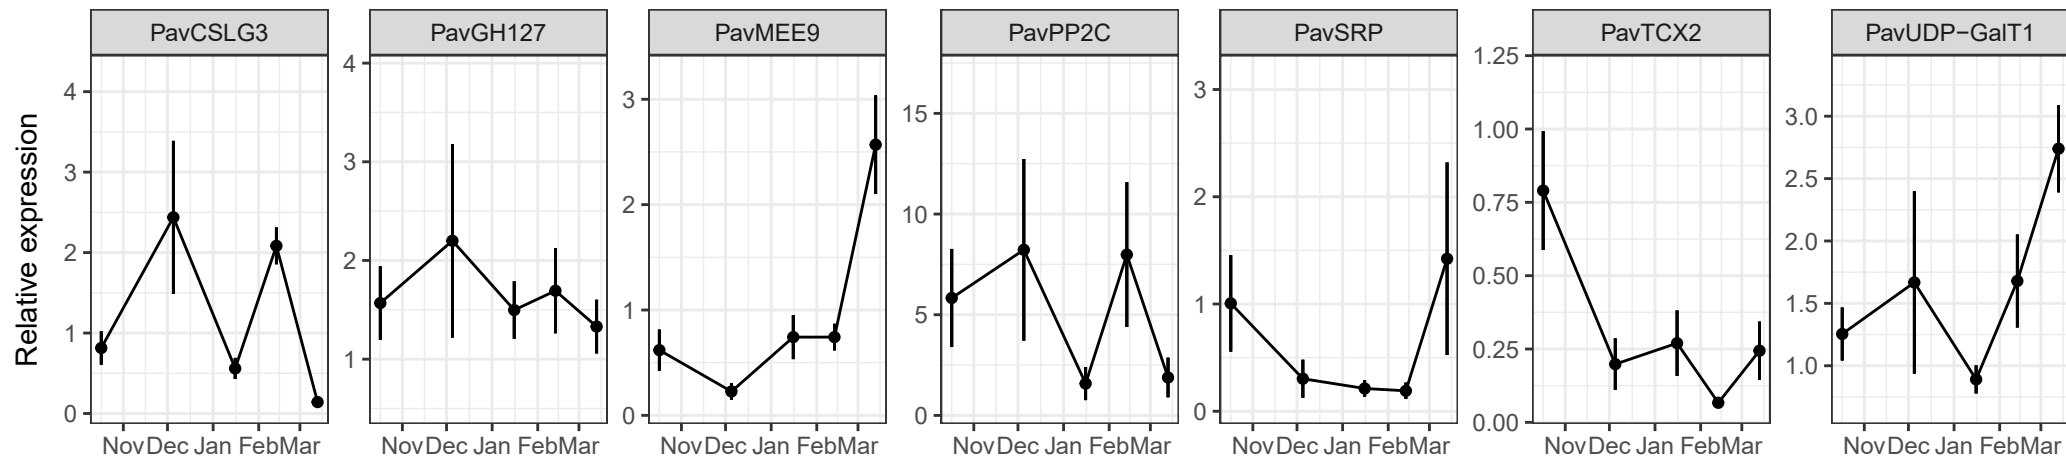

RNA-seq

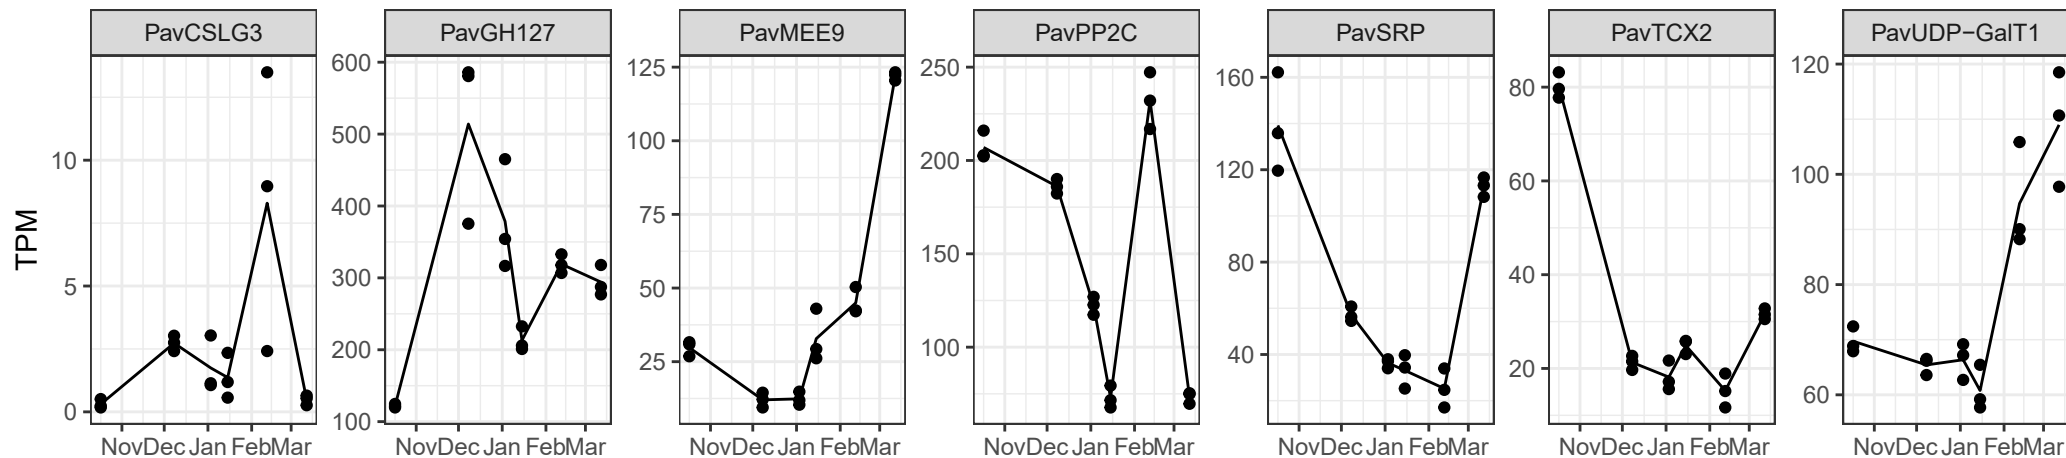

Supplementary Figure 2. Validation of RNA-seq gene expression profiles by qRT-PCR on seven marker genes

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 3 — Dormancy release and transport capacity characterization. (a) Dormancy release date estimation was done by forcing experiment. (b) Calcein signal profiles recorded in flower buds. Dormancy release date (dotted line).

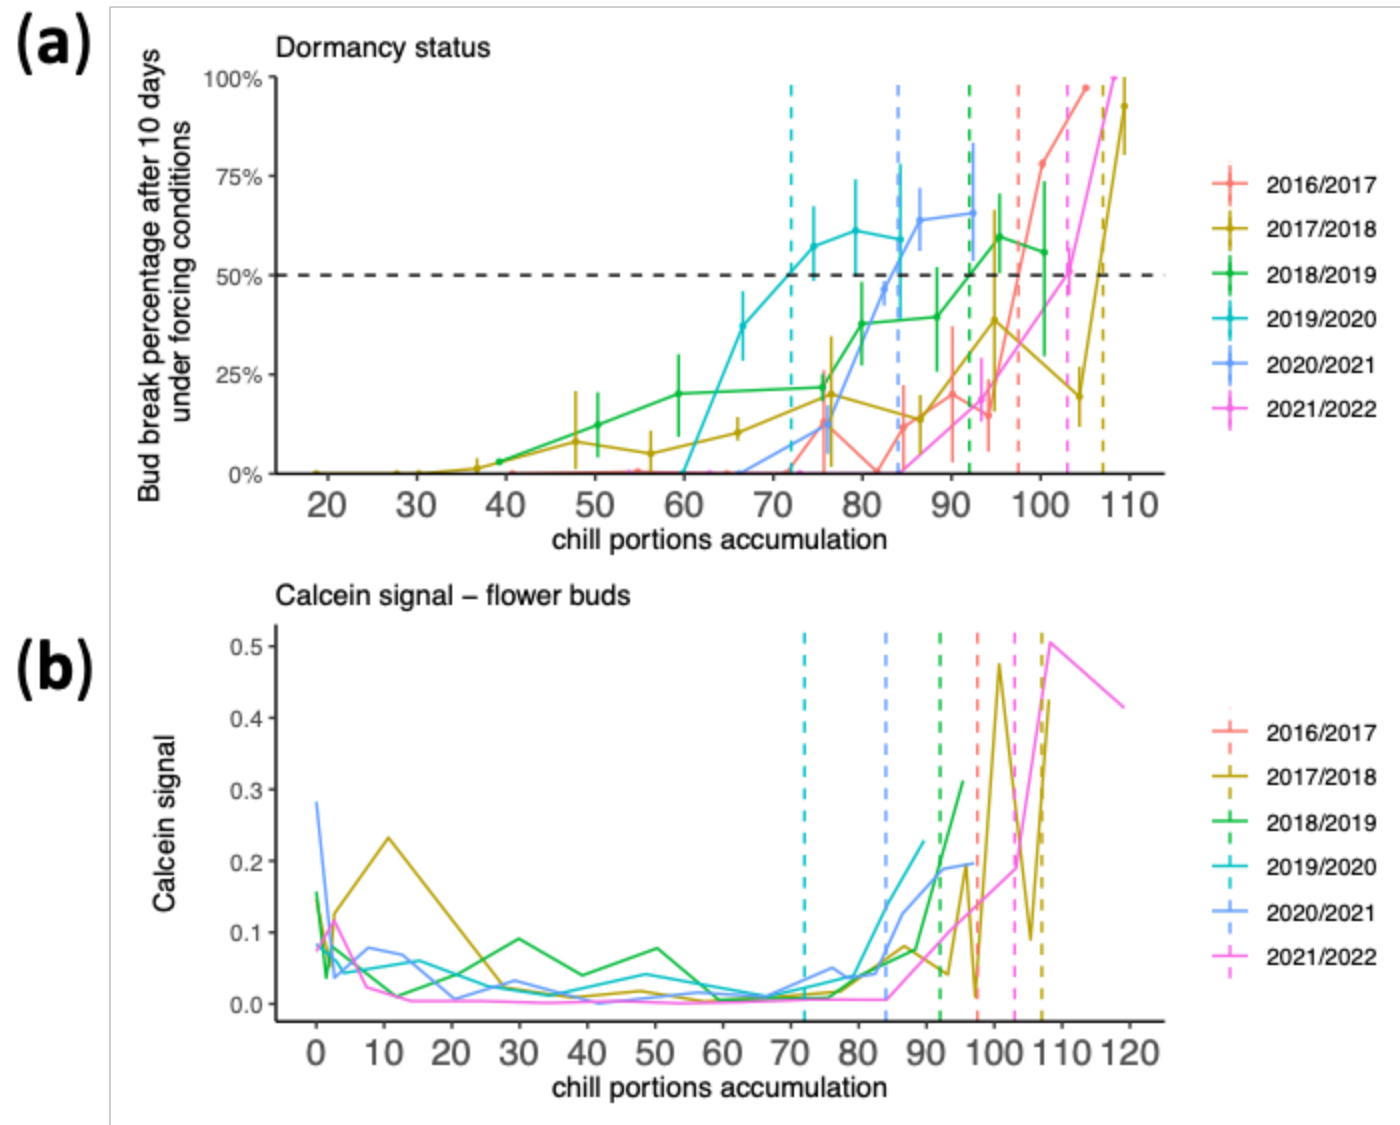

Figure S3. Dormancy release date and transport capacity characterization
 a) Dormancy release date estimation was done by forcing experiment
 b) Calcein signal profiles recorded in flower buds.
 Dormancy release date(dotted line).

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 4 — Additional observations of callose accumulation in sweet cherry flower buds. 50 µm sections of flower buds from the 'Fertard' cultivar, were observed with aniline blue fluochrome using an epifluorescent microscope (Zeiss Axiophot).

March 6th 2017

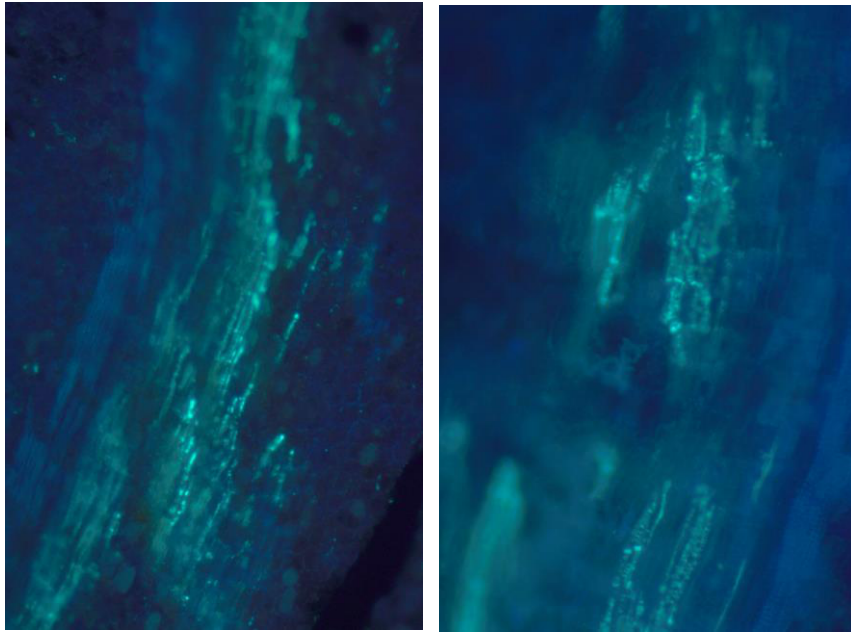

March 29th 2017

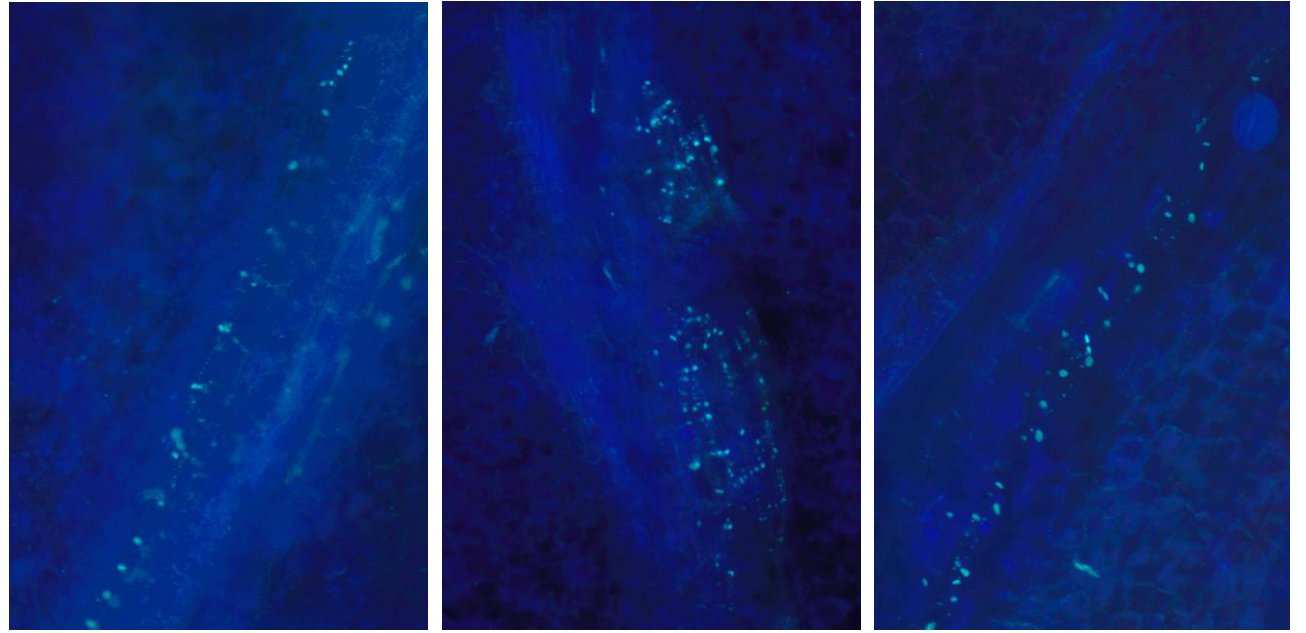

Figure S4. Additional observations of callose accumulation in sweet cherry flower buds. 50 μm sections of flower buds from the 'Fertard' cultivar, were observed with aniline blue fluochrome using an epifluorescent microscope (Zeiss Axiophot).

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 5 — Sampling details for the RNA-seq analysis compared to dormancy status and transport capacity evaluated by the calcein signal (Green to Red fluorescence ratio) to the bud. Flower buds were sampled from the sweet cherry cultivar 'Fertard' during the winter 2017-2018. Stars indicate the sampling dates (Oct 17th 2017, Dec 8th 2017, Jan 3rd 2018, Feb 12th 2018 and Mar 12th 2018). Dotted lines correspond to the dormancy release date estimated as 50% of budbreak after 10 days under forcing conditions.

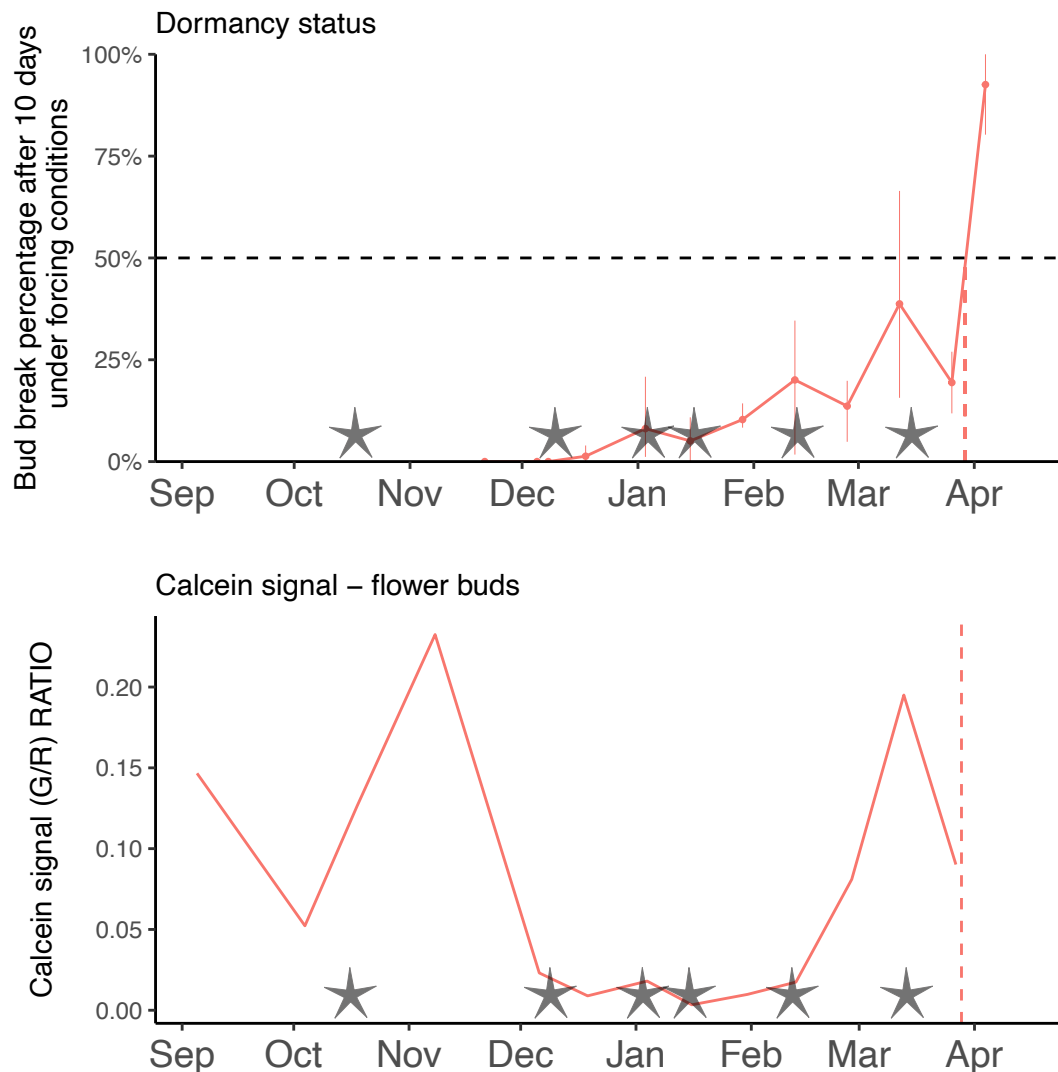

Figure S5. Sampling details for the RNA-seq analysis compared to dormancy status and transport capacity evaluated by the calcein signal (Green to Red fluorescence ratio) to the bud. Flower buds were sampled from the sweet cherry cultivar 'Fertard' during the winter 2017-2018. Stars indicate the sampling dates (Oct 17th 2017, Dec 8th 2017, Jan 3rd 2018, Feb 12th 2018 and Mar 12th 2018). Dotted lines correspond to the dormancy release date estimated as 50% of budbreak after 10 days under forcing conditions.

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 6 — Principal component analysis of samples based on the global gene expression including (a) all Differentially Expressed Genes and (b) transport candidate genes showing the same pattern of dormancy stages.

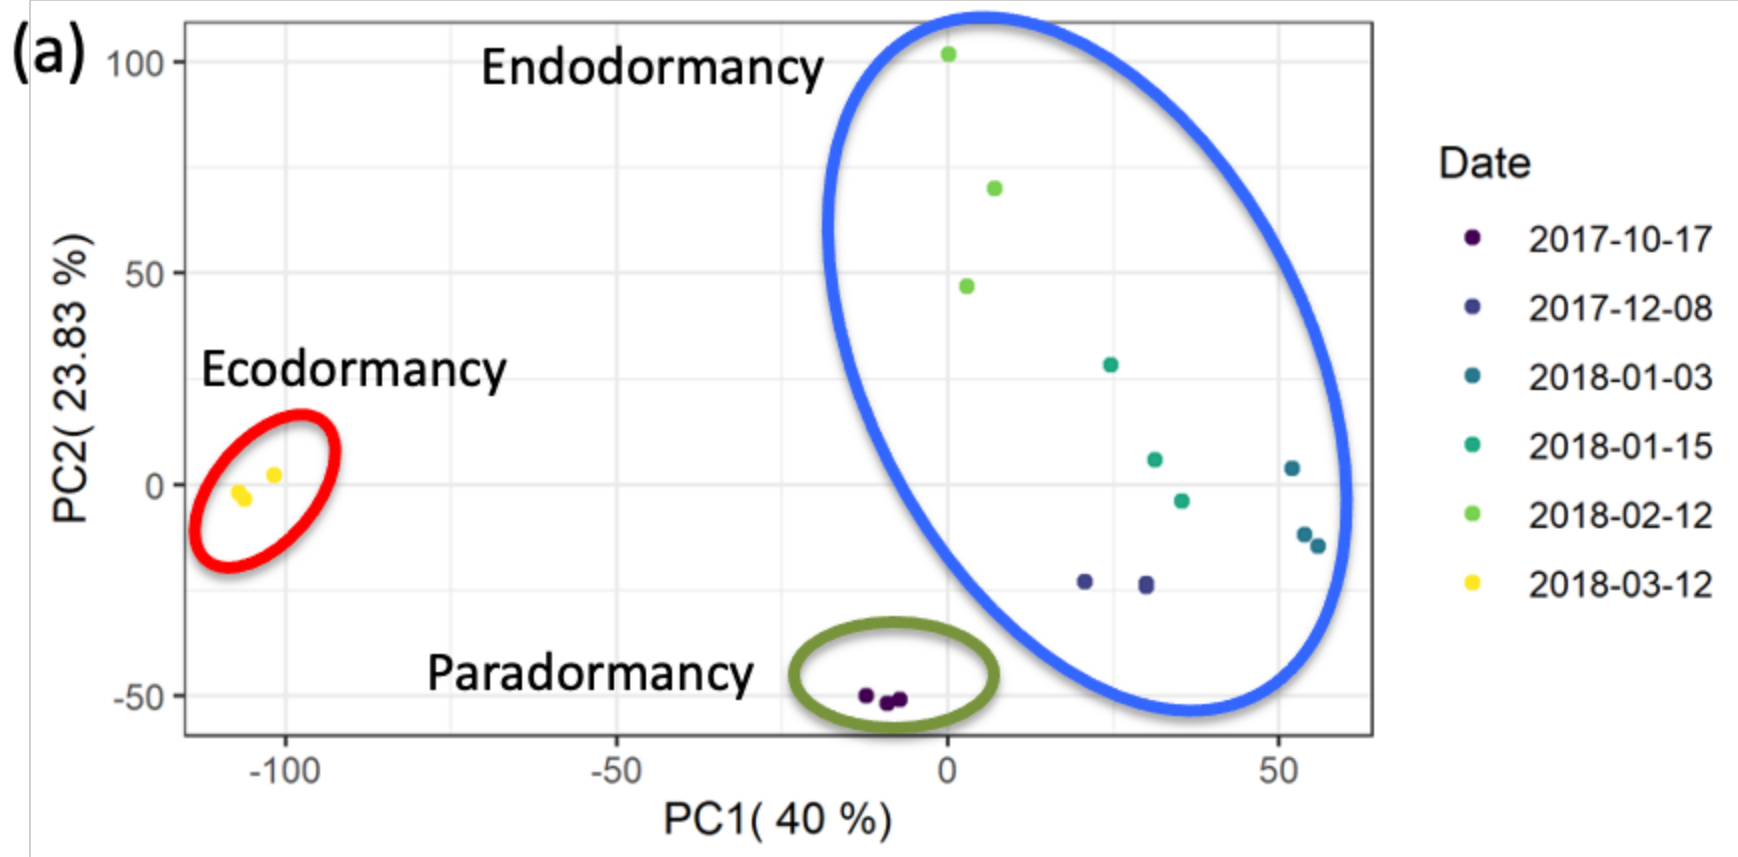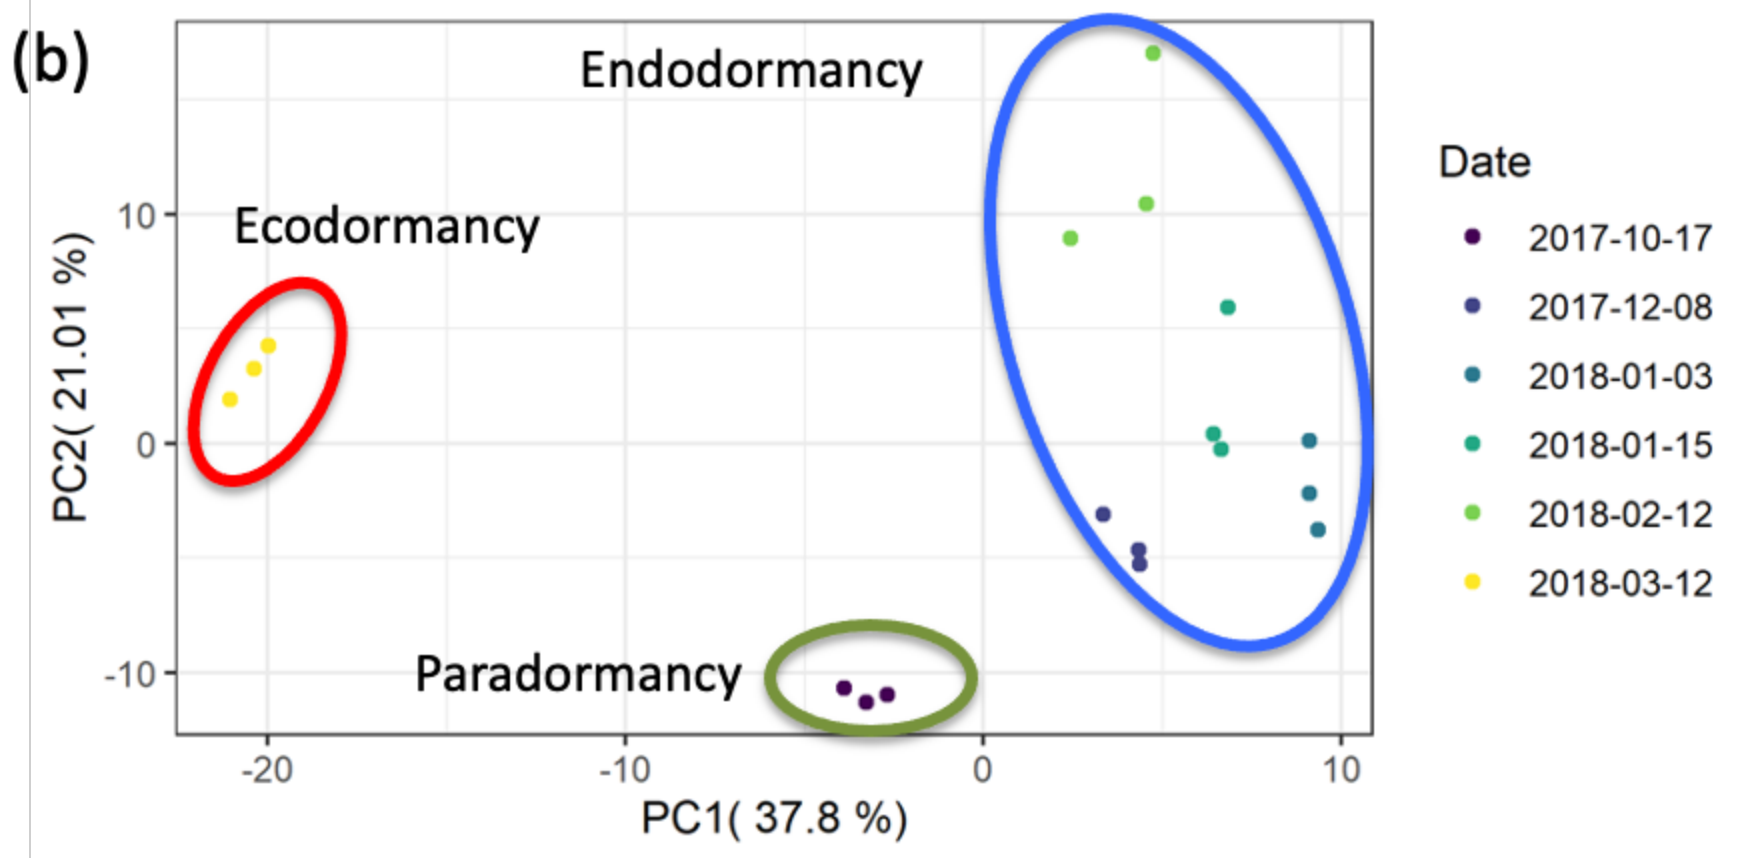

Figure S6. Principale Component Analyses of samples, based on the global genes expression including (a) all Differentially Expressed Genes and (b) transport candidate genes showing the same pattern of dormancy stages.

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 7 — Expression profiles of the differentially expressed genes repressed during endodormancy, classed in clusters 1 and 5. TPM: transcripts per million reads.

Cluster 1

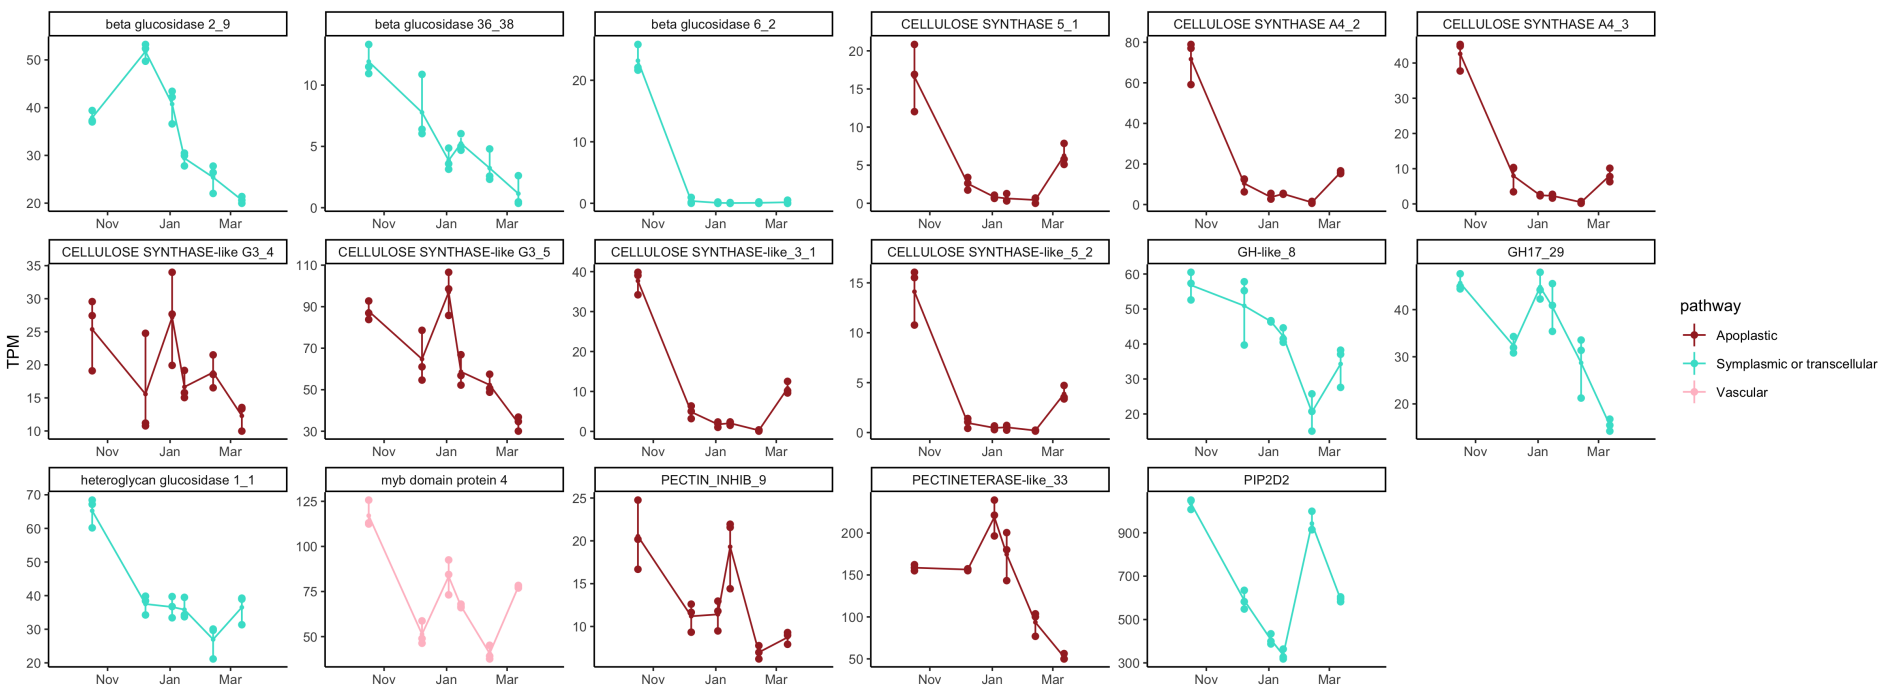

Cluster 5

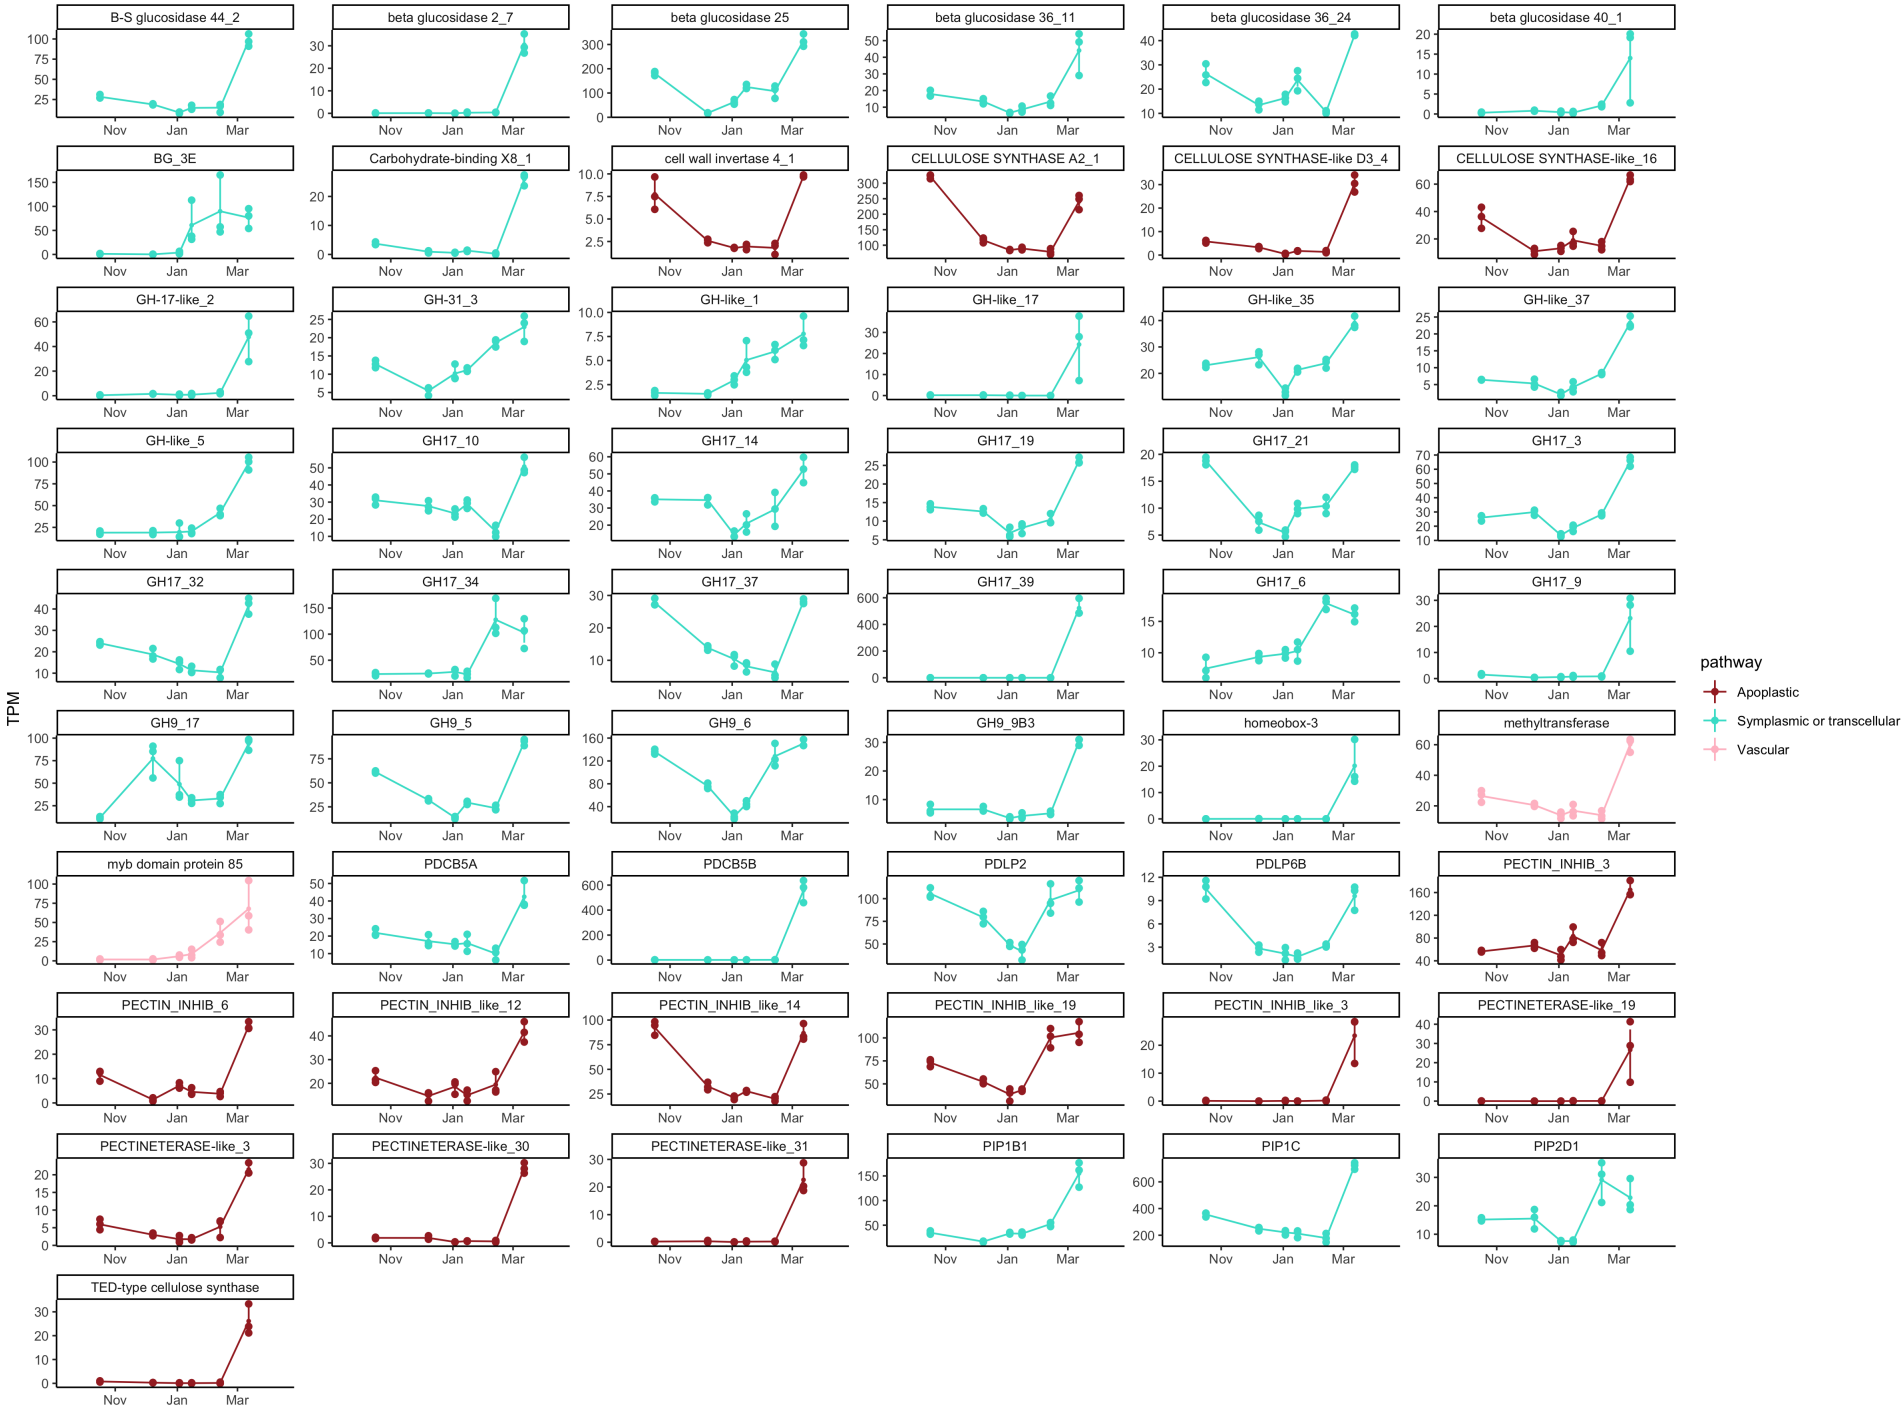

Figure S7. Expression profiles of the differentially expressed genes repressed during endodormancy, classed in clusters 1 and 5. TPM: transcripts per million reads.

# Supplementary material for: Transport capacity is uncoupled with endodormancy breaking in sweet cherry buds: physiological and molecular insights
**Source:** Front Plant Sci. 2023 Nov 14;14:1240642. doi: 10.3389/fpls.2023.1240642
**Supplement:** Supplementary Figure 8 — Expression profiles of the differentially expressed genes activated during ecodormancy, classed in lcusters 2, 3 and 4. TPM: transcripts per million reads.

Cluster 2

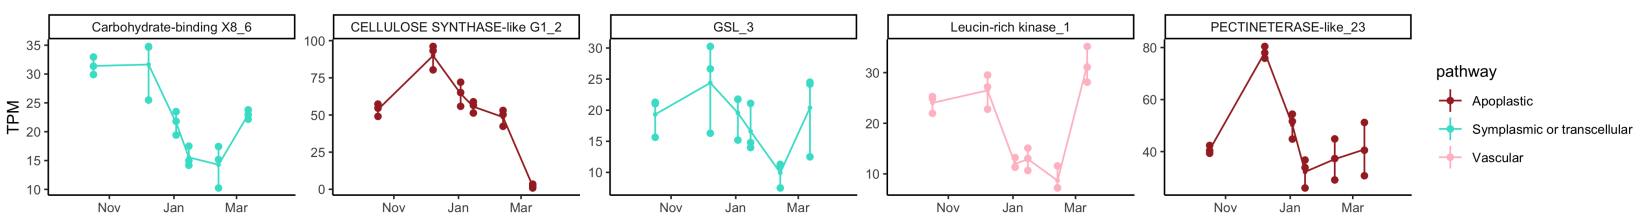

Cluster 3

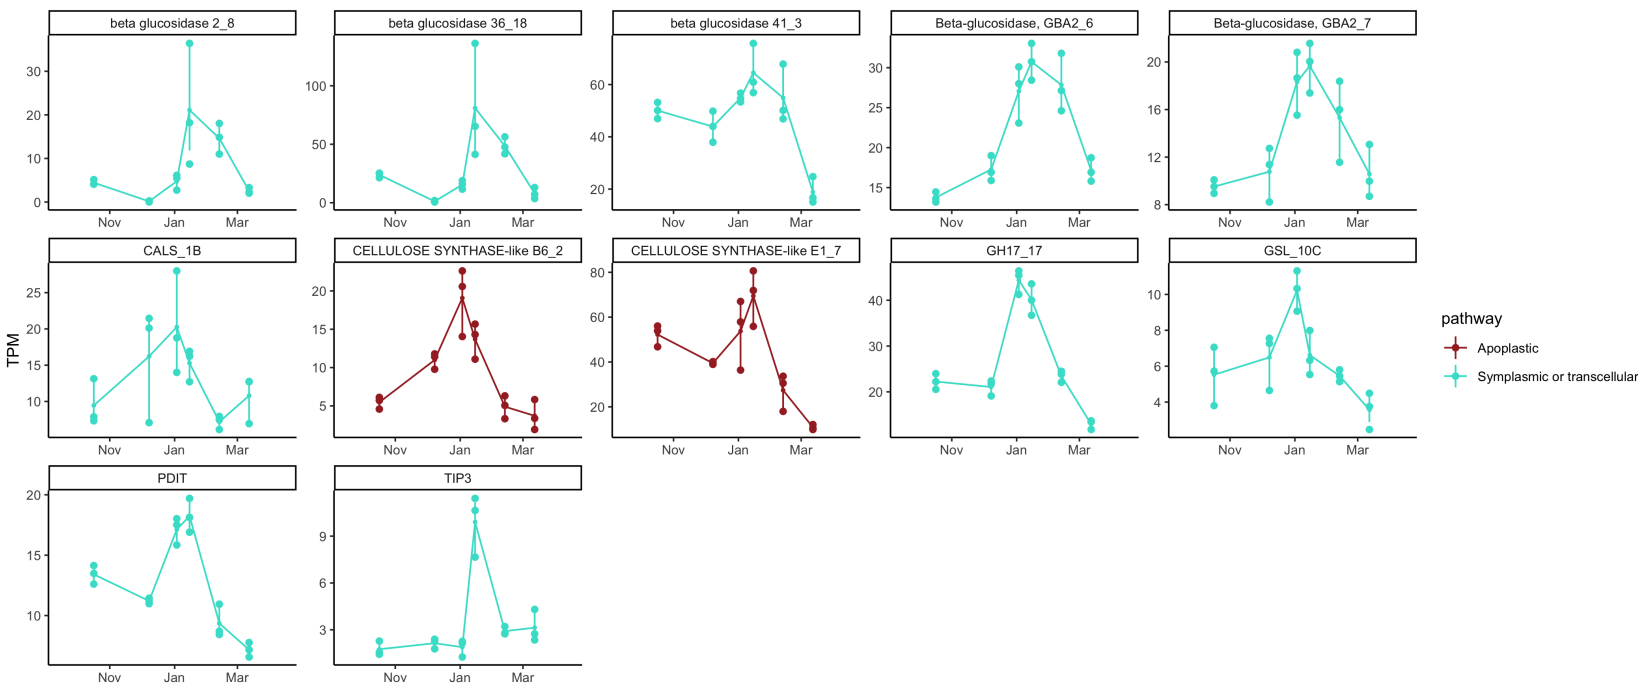

Cluster 4

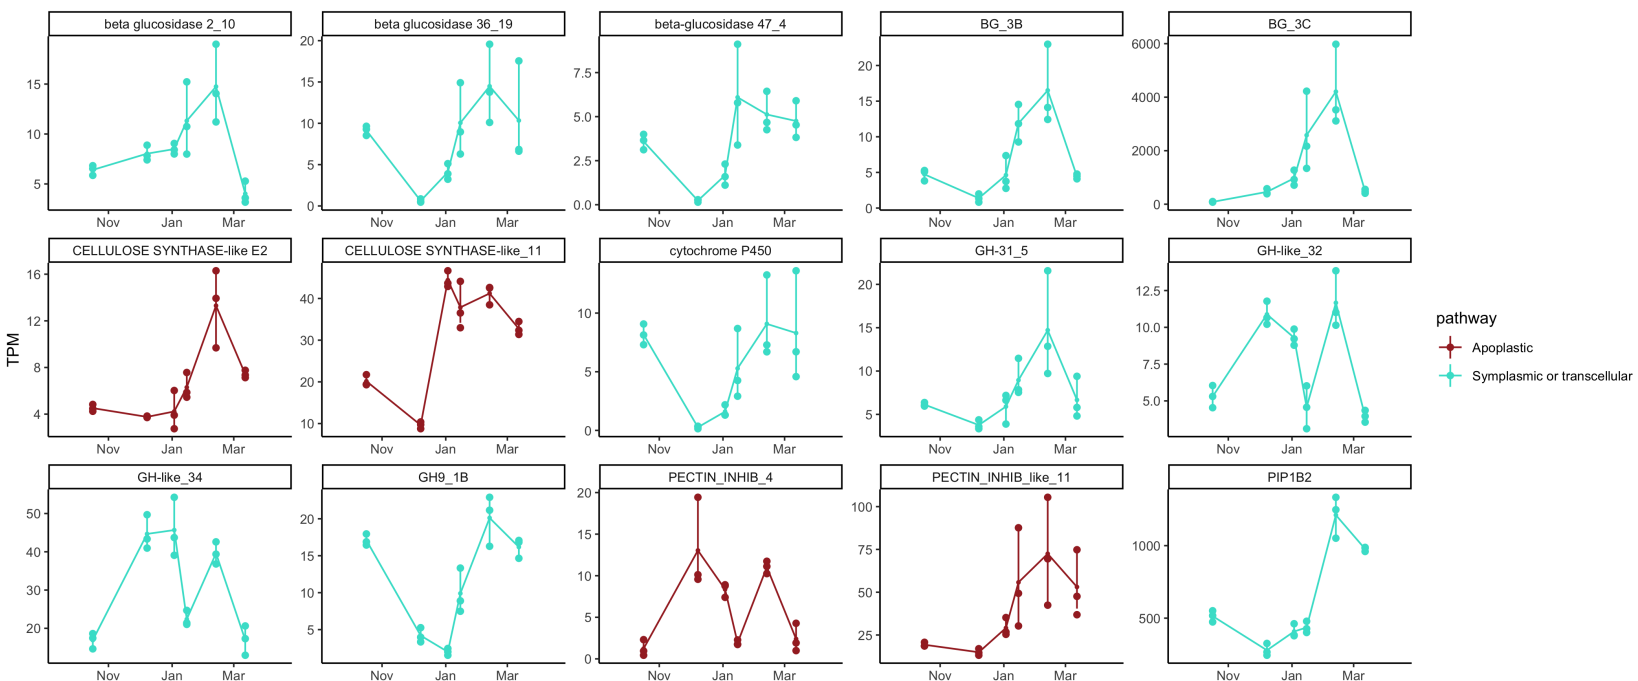

Figure S8. Expression profiles of the differentially expressed genes activated during endodormancy, classed in clusters 2, 3 and 4. TPM: transcripts per million reads.

How the deposited data were processed for this re-analysis (not part of the article)

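RNA-seq of sweet cherry flower buds ('Fertard') was analysed for 6 dates with 3 biological replicates each, 18 libraries in all, with the dates and replicates read from the sample labels and the paper. The labels of the December libraries carry the date December 17, 2012, and the date of the paper, December 8, 2017, was used for them. The count values are raw reads per gene, as deposited: the authors trimmed the reads with Trimmomatic 0.36, aligned them to the 'Regina' genome with STAR and counted them per gene with HTSeq, for which the files state no normalization. Each file holds 48,133 genes, of which 13,282 had no count in any library. The counts equalled those of the paper's Datasheet 1 in 18 of 18 libraries for the 1999 genes of the copy used here. Genes of Table S5 were matched by identifier, 524 entries exactly and 63 by the trailing number of a contig identifier, and Table S5 held 587 entries with 585 different identifiers.

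Total counts ranged from 10,095,600 to 21,023,379 per library, and the 10 most counted genes took 2.41% to 7.97% of them. Levels near 1 CPM rest on few counts per library and are imprecise. Replicates of a date differed by more than counting noise, with a chi-square per degree of freedom of 1.89 to 23.9, highest between replicates 1 and 2 of January 15. Whether replicates of the same number came from the same tree at each date is not stated, and they were not treated as paired.

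Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, 1 model with a mean per date, 12 residual degrees of freedom), and tables were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes with a mean count of at least 3 and counts of 0 in at most 75% of the libraries were kept. The rule on zeros left out 129 genes that passed the mean count, 128 of them with over 90% of their counts on March 12 and 4 of them candidates. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1, and counted as differentially expressed when called in at least 1 of the 15 pairs of dates. A further comparison set the mean of the 4 endodormancy dates against the mean of October 17 and March 12. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Principal components were computed on CPM, centred and scaled per gene, and clusters by hierarchical clustering with complete linkage into 5 clusters. The lists were the families and pathways of Table S5, the clusters of Table S6 and the genes of Fig. 7C, and families with at least 5 tested members were tested with camera and fry of limma 3.58.1. Adjusted p values of families are from camera with its preset inter-gene correlation, beside the value with the correlation estimated from the data. Calcein values were read by eye from Fig. 7A, and correlations were tested with the 720 pairings of 6 dates, redrawn 100 times with a reading error of up to 0.01.

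Named genes are those the paper names in its text, Fig. 6, Fig. 7C and, for callose synthases, Table S6, the 10 candidates with the largest change past the threshold in a comparison, and the 2 largest in each direction outside Table S5. The names in the paper and its tables had been seen before the rule was written. Genes outside this rule are marked in the text, except GH-17-like_1, GH17_18, GH17_29, GH17_38 and PAV01g0005061, which are outside it too. Folds against a date with 0 counts are lower bounds from a floor of 3 counts over the group. The pipeline was tested on simulated data with 26,248 genes, with changes planted among the 20,000 genes of highest mean alone. Of 100 genes changed 3-fold it recovered 95 to 100 per comparison and of 100 genes changed 6-fold all 100, with 1 to 4 false calls. Recovery among genes of lower mean was not tried. Camera called 0 of 20 random sets and the planted set. The simulated genes were drawn independently, so this does not show how camera behaves in families whose genes are correlated. The alternatives were DESeq2 1.42.0 as the test or for its size factors, upper quartile normalization, other filters, a replicate block, no fold threshold, joint adjustment, fits on the compared dates alone, other scalings and linkages, an estimated correlation, and leaving out each library or the 3 with the lowest mapping shares. DESeq2 on each pair of dates alone with a mean count of at least 10 was added after seeing the data, and its log2 fold changes differed from the 1999 genes of the paper's Datasheet 2 by at most 4.94e-06. Gene ontology enrichment and TPM were not analysed here.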

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

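Among the tests in this part, the comparison of replicate 2 of February 12 with the seasonal course and those of the most counted genes and of single March libraries, which replace 2 void ones, were chosen after the result was seen. Genes read at 1 date alone, with at least 10 counts in each of its libraries and at most 1 count in every other library, numbered 152 on March 12 and 2 on October 17, a signal in genes the paper does not discuss. GH17_39, named after its values were seen and kept from the test by the rule on zeros, had a mean of 418 CPM on March 12 and was at least 5280-fold higher than on February 12. After every library was thinned to the same total, March 12 had 163 such genes against 1 on October 17, which argues against sequencing depth. The 10 most counted genes of a library took at most 7.97% of its counts, and without the 36 genes that were among these in any library, thinned libraries gave 161 such genes on March 12 and at most 1 at another date, which argues against a few genes taking most of the counts. Of 125 genes with at least 30 counts in any March library and at most 1 count in every library of the other dates, 0 had over 80% of their March level in 1 library and 7 had at most 1 count in a March library, which argues against RNA from outside the bud in single libraries. RNA from outside the bud in all 3 March libraries was not tested and remains open beside a change in the buds themselves, since the libraries of a date share it.

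Replicate 2 of February 12 stood apart from the other February libraries on the second component. If a low mapping share marked poor RNA that acts on the same genes in each library, the other low-mapping libraries would deviate from their date mates in those genes. The mean correlation of these deviations was -0.0014 (0.0702 with replicate 1 of December 8 and -0.0731 with replicate 2 of January 3, over 22,477 genes), which argues against a defect common to these libraries. Poor or foreign RNA in replicate 2 of February 12 alone would also give a correlation near 0, so it remains open. A tree further along the season may also differ in this way, but the correlation with the change from January 15 was 0.126 and that with the change to March 12 was -0.0717, so this cannot be told apart from tree to tree variation. Replicates 1 and 3 of February 12 enter the deviation and both changes, so noise in them lowers the first correlation and raises the second. Deviations from the date means correlated at 0.470 between replicate 2 of February 12 and of January 15, and at 0.448 between replicate 1 of these dates. Replicate 2 of January 15, with 90.5% uniquely mapped reads, was also the highest of its date on the second component (36.1 against -5.16 and 5.88). Whether buds of the same number came from 1 tree is not stated.

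Outside Table S5, the genes with the largest changes are given with their values, since they are signals in genes the paper does not discuss. PAV08g0369681 had no count on October 17 and 7.16 CPM on December 8 (at least 95.01-fold higher). PAV06g0270101 had no count on October 17, was at least 78.4-fold higher on December 8, reached 9.66 CPM on January 15 and had no count on March 12 (at least 63.2-fold lower than on February 12). PAV04g0188031 and PAV06g0264591 were at 12.6 and 7.09 CPM on October 17 and had no count on December 8 (at least 160-fold and 90.7-fold lower). PAV07g0351591 and PAV03g0166291 had no count on February 12 and 2040 and 1084 CPM on March 12 (at least 25,938-fold and 13,752-fold higher). PAV06g0288451 reached 14.5 CPM on January 3 and had no count on March 12 (at least 50.8-fold lower than on February 12).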

How the results depend on the processing

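The alternatives were set before the data were examined, except DESeq2 on each pair of dates alone with a mean count of at least 10, which was added after seeing the data and called 11,726 genes. Of the results that answer a comparison, 269 values under an alternative kept their direction and side of the threshold, or stayed within 1.5 times for counts, 24 moved and 4 were weaker, and of the other values, of single genes and gene families, 5994 did so, 134 moved, 99 became stronger and 52 weaker. For shares of variance, the spread was a jackknife error over the leave-one-out values. With no fold threshold, 24,409 genes were differentially expressed, 4977 higher and 6330 lower on December 8 than on October 17, 6301 and 5775 on February 12 than on December 8, 7551 and 7042 on March 12 than on February 12, and 7852 and 8614 in endodormancy, and 2429, 4831, 2242 and 4262 genes peaked on December 8, January 3, January 15 and February 12, since more genes pass. The first component held 43.4% of the variance on unscaled log2 CPM and 74.0% on unscaled CPM, where the second held 15.1%, and the cause was not tested. Clusters 1, 2, 3 and 5 held 28, 3668, 274 and 7129 genes with average linkage, and clusters 1, 3, 4 and 5 held 2774, 1329, 2174 and 4962 with Ward linkage, and the cause was not tested. With an estimated correlation the adjusted p in endodormancy was 0.165 for cellulose synthases, 0.0510 for GH17, 0.0581 for pectinesterases and 0.0581 for PIP, against leave-one-out ranges of 0.0232 to 0.0470, 4.36e-04 to 9.15e-04, 0.0179 to 0.0352 and 0.00208 to 0.00473 with the preset one.

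Leaving out 1 library at a time gave 14,041 to 14,499 differentially expressed genes, 223 to 232 candidates, 844 to 996 higher and 2726 to 3112 lower on December 8 than on October 17, 2833 to 3396 and 1185 to 1639 on February 12 than on December 8, 3583 to 3953 and 2133 to 2698 on March 12 than on February 12, 1163 to 1277 and 3234 to 3460 in endodormancy, 34.5% to 40.0% and 18.0% to 22.2% of variance on the first 2 components, peaks of 2366 to 2495 genes on October 17, 958 to 1199 on December 8, 1991 to 2274 on January 3, 974 to 1112 on January 15, 2228 to 3036 on February 12 and 4628 to 5043 on March 12, and 28 to 32 candidates with r over 0.9. DESeq2 called 13,874 genes, 13,773 of them shared, and without the 3 libraries with the lowest mapping shares 13,950 were called, 13,383 of them shared. Replicates of the same number may or may not share a tree. A replicate block called 14,227 genes, and 7 of 18 libraries matched best with their own number. The 45 correlations between libraries of the same number ranged from -0.366 to 0.470. The highest were between January 15 and February 12, for replicates 2 (0.470) and 1 (0.448), and the lowest between January 3 and January 15 for replicate 1. Of 6216 tests of single genes with 1 library left out, 72 became weaker and 45 stronger. With the calcein readings redrawn, 26 to 37 candidates had r over 0.9.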

Differences from the paper's values

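The paper counts 152 differentially expressed candidates, and 231 were called here. Of the alternatives set before the data were examined, DESeq2 (227), a mean count of at least 10 (193), filterByExpr (218), fits on the compared dates alone (228), leaving out the 3 libraries with the lowest mapping shares (226) and those single libraries whose omission gave 223 to 228 lie within 1.5 times of the paper's count. DESeq2 size factors (230), upper quartile (232), no filter (262), the mean count of 3 alone (235), the replicate block (231), no fold threshold (301), joint adjustment (230) and the omissions that gave 229 to 232 do not. DESeq2 on each pair of dates alone with a mean count of at least 10, chosen after seeing the values, gave 192 and dropped 0 of the 152 genes of Table S6. The paper places 413 genes in its early endodormancy cluster and 1736 in its mid endodormancy cluster, and its text ties neither to a date. Here 985 genes had their highest mean at the December date and 3205 at the January dates together, 2189 of them on January 3. This is a grouping by highest mean and not by the paper's clustering, so it cannot tell whether the cluster sizes differ. Under the alternatives set before the data were examined, 958 to 2429 genes peaked in December and 2609 to 7073 in January.

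The paper states that no CALS gene is differentially expressed, whereas 3 of 5 tested CALS genes and 7 of 26 callose synthases were called, and Table S6 lists such genes. It describes PIP1B as down at onset, and PIP1B1, PIP1B2 and PIP1B3 had log2 fold changes of -0.97, -0.80 and 0.45 on December 8, none past the fold threshold, though PIP1B1 passed it without replicate 2 of December 8 (-1.0045) or replicate 3 of October 17 (-1.04). It lists GH17_3 and GH17_19 as down at onset, and their log2 fold changes against October 17 were 0.29 and -0.05 on December 8 but -0.88 and -0.98 on January 3, the way of the paper though under the fold threshold, while GH17_5, GH17_9 and GH17_25 fell. Its text places PECTINESTERASE-like_5 and CELLULOSE SYNTHASE-like B4_2 later in endodormancy, and both were highest on December 8 here, as the early cluster of Table S6 has it for B4_2, whereas CELLULOSE SYNTHASE-like E1_4 was highest on February 12. It describes clusters 1 and 5 as fully down in December, and 77 of 94 genes had a log2 fold change below 0 on December 8 against October 17, 24 of them past the threshold, and 16 were lowest at that date. It describes MYB85 as repressed in endodormancy and links it to the tracer, and its log2 fold change was -0.50 (standard error 0.35) and its r 0.609. It sets r over 0.9 for the genes of Fig. 7C, and 6 of the 23 reached it with calcein values read by eye. Of all genes of Table S6, 23 reached it, the number that the paper gives, but only those 6 are in Fig. 7C.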

Other observations

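The tests of callose synthase genes were chosen after the result was seen. Among the 10 candidates with the largest changes at dormancy onset, beta glucosidase 6_2 (PAV07g0336641) went from 8.41 ± 0.921 to 0.145 ± 0.196 CPM between October 17 and December 8 (edgeR's quasi-likelihood test, log2 fold change -5.84, standard error 0.55, adjusted p = 1.70e-07) and the cytochrome P450 PAV07g0336511 of Table S5 from 9.96 ± 1.12 to 0.347 ± 0.142 CPM (edgeR, log2 fold change -4.78, standard error 0.61, adjusted p = 6.10e-06). The call of beta glucosidase 36_19 in endodormancy was lost without replicate 3 of March 12 (log2 fold change -0.81). GH9_17 (PAV08g0401951), named after its values were seen, went the other way, from 12.8 ± 1.26 to 90.2 ± 22.4 CPM (edgeR, log2 fold change 2.81, standard error 0.25, adjusted p = 6.21e-08). The most counted gene of most libraries, PAV01g0005061, which Table S5 does not list, was at 8887 ± 184 CPM on October 17, 24,739 ± 544 CPM on December 8 and 3302 ± 50.5 CPM on March 12.

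Genes that fell from October 17 to December 8 and genes that rose from February 12 to March 12 overlapped in 1092 genes, against 450 for independent lists (ratio 2.43), a test of whether the fall at onset and the rise at resumption involve the same genes. Genes that rose and then fell numbered 368, against 88.4 (ratio 4.16), genes lower at both steps 386, against 295 (ratio 1.31), and genes higher at both 87, against 135. Across 26,248 genes the 2 changes had r = -0.294 and rho = -0.233. Callose synthase genes were called less often than the other candidates (odds ratio 0.110, 95% confidence interval 0.0372 to 0.286, 7 of 26 against 224 of 290), with an interval that treats genes as independent.

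Other splits of the libraries into groups of the same sizes were refitted. For the 14,249 differentially expressed genes and the 231 candidates, 1 of 100 splits each, the real one, gave as many. The highest others were 6309 and 108, which argues against chance as the source of the differences between dates. For the 4382 genes called with 2 groups in endodormancy against October 17 and March 12, only the real split gave as many, the highest other being 855. These splits mixed the libraries of a date between groups, whereas the real groups hold whole dates. They therefore cannot tell whether another grouping of the dates would give as many genes. For the families past the threshold in that comparison, 7 in the real split, chance cannot be excluded, since 5 of 100 splits gave as many and the highest other gave 10. For pairs of dates 10 splits are too few for a share under 0.05: 1 split, the real one, gave 4030 genes for December 8 against October 17, 4374 for February 12 against December 8 and 6207 for March 12 against February 12, and the highest other gave 0 genes each with edgeR.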
